# The temporal expression patterns of brain transcriptome during chicken development and ageing

**DOI:** 10.1186/s12864-018-5301-x

**Published:** 2018-12-13

**Authors:** Zhongxian Xu, Tiandong Che, Feng Li, Kai Tian, Qing Zhu, Shailendra Kumar Mishra, Yifei Dai, Mingzhou Li, Diyan Li

**Keywords:** Transcriptome, Chicken brain, Temporal expression patterns, Development and ageing

## Abstract

**Background:**

The transcriptional profiles of mammals during brain development and ageing have been characterized. However the global expression patterns of transcriptome in the chicken brain have not been explored. Here, we systematically investigated the temporal expression profiles of lncRNAs and mRNAs across 8 stages (including 3 embryonic stages, 2 growth stages and 3 adult stages) in the female chicken cerebrum.

**Results:**

We identified 39,907 putative lncRNAs and 14,558 mRNAs, investigated the temporal expression patterns by tracking a set of age-dependent genes and predicted potential biological functions of lncRNAs based on co-expression network. The results showed that genes with functions in development, synapses and axons exhibited a progressive decay; genes related to immune response were up-regulated with age.

**Conclusions:**

These results may reflect changes in the regulation of transcriptional networks and provide non-coding RNA gene candidates for further studies and would contribute to a comprehensive understanding of the molecular mechanisms of chicken development and may provide insights or deeper understanding regarding the regulatory mechanisms of age-dependent protein coding and non-protein coding genes in chicken. In addition, as the chicken is an important model organism bridging the evolutionary gap between mammals and other vertebrates, these high resolution data may provide a novel evidence to improve our comprehensive understanding of the brain transcriptome during vertebrate evolution.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5301-x) contains supplementary material, which is available to authorized users.

## Background

Large-scale genomic studies have revealed that the majority of cellular RNAs are transcribed as non-protein coding RNAs (ncRNAs) [1–4]. Long non-coding RNAs (lncRNAs) are a subgroup of RNAs longer than 200 nucleotides (nt); many of them are 5′ capped, alternatively spliced and polyadenylated as mRNAs are [5]. LncRNAs are newly recognized regulating molecules and can be classified as intergenic lncRNAs (lincRNAs), intronic lncRNAs, antisense lncRNAs or sense-overlapping lncRNAs based on their genomic location [6]. Albeit mRNA-like lncRNAs have limited protein-coding potential, they function in many biological processes and play roles as signaling molecules, scaffolds, guides and decoys [7]. Transcriptional dynamics has been suggested to be a major contributor for brain structure development, as well as to the ageing [8]. Most lncRNAs are less conserved and expressed at significantly lower levels, as well as in more restricted temporal expression patterns, than mRNAs are, indicating that lncRNAs are of considerable importance in modulating various biological functions, especially development and cellular differentiation [9–11].

A broad range of transcriptional profiles in fish [9, 12], mouse [10, 13–16], monkeys [17–19] and humans [1, 20–26] during brain development and ageing have been reported in recent years. It has been demonstrated that the encoded information underlying development lies in regulatory elements that define different gene expression programs, which means the regulatory factors scale quadratically with genome size, the untranslated regions (UTRs) in mRNAs increase with the developmental complexity of organisms, and the non-protein coding intronic and intergenic transcripts also contain an expanded regulatory framework to control gene expression during differentiation and development [20]. Although remarkable achievements have been made in characterizing the transcriptional underpinnings of brain development and ageing in vertebrates, the precise mechanisms of lncRNAs in defining the complexity of brain functions remain unclear, particularly in birds. Although the chicken is now one of the most versatile experimental systems available, as an established model organism for the study of vertebrate development, the chicken is under evaluated in the study of developmental transcriptomics [27].

To systematically investigate the expression profiles of lncRNA and mRNA transcriptome in different stages, we performed high-throughput RNA sequencing to interrogate their temporal expression patterns in the chicken cerebrum. The present study provided an initial lncRNA catalogue of the chicken cerebrum, which improves our understanding of the temporal expression profile during development and ageing, and may provide insights or deeper understanding regarding the regulatory mechanisms of age-dependent genes in chicken. In addition, this lncRNA catalogue helps bridge the evolutionary gap between mammals and other vertebrates.

## Results

### Global identification of lncRNAs in the chicken cerebrum

To systematically investigate lncRNAs and their temporal expression profiles during development and ageing in the chicken cerebrum, a total of 21 cDNA libraries from 21 female Tibetan chickens at 8 life stages were constructed. 

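The values analysed here are those of 18 of the 21 libraries, each from 1 bird. There were 3 libraries at E12, 3 at E16, 2 at E20, 3 at D100, 3 at Y1, 2 at Y3 and 2 at Y5, and the libraries of D300 were not analysed here. RNA of the cerebrum was sequenced, reads were mapped to the chicken genome Gallus_gallus-5.0 and transcripts were assembled with StringTie by the authors. The authors deposited the expression level of each mRNA and each lncRNA in each library as log2(FPKM+1), where FPKM is the number of sequenced fragments scaled to the length of the transcript and to the mapped fragments of the library. These values hold no read counts, so the counting error of a single value is unknown, and tests were run on the log2(FPKM+1) scale, on which the change of a weakly expressed feature is understated. The mRNAs are listed by Ensembl identifiers, of which 0 could be matched to a gene symbol, and the lncRNAs by the TU identifiers of the study. A lncRNA without a value in a library was taken as 0 there, which was the case for 58.9% of the lncRNA values. Stages were compared with limma, in which all libraries shared an estimate of the spread between birds. The sample labels name incubated eggs for the embryos, a farm in Ya'an for the birds of D100 and Lhasa for the hens of Y1, Y3 and Y5. Differences between these groups therefore contain the place of rearing as well as age.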

The sampling times broadly spanned the life of the farm-raised chicken, representing 3 embryonic periods (embryonic days 12, 16, and 20: E12, E16 and E20), 2 growth periods (100 and 300 days of age: D100 and D300), and 3 adult periods (from young adults to ageing adults--1, 3, and 5 years of age: Y1, Y3 and Y5). Illumina sequencing yielded a total of 2,675,315,228 raw reads and 406.56 Gb of raw data with 150-bp paired-end RNA-Seq, 2,615,649,932 clean reads were obtained after quality control, corresponding to an average of 18.91 Gb of high-quality data per sample. Among them, 91.87–94.61% were mapped to the chicken genome (Gallus_gallus-5.0) through HISAT2 2.1.0 [28] (Additional file 1 Table S1).

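Of the 18 libraries analysed, the paper's Table S1 gives between 108 M and 159 M clean reads per library, with a median of 129 M. The median per stage was lowest at D100 (118 M) and highest at E12 (148 M). At this depth a library had a value for 12618 to 20975 of the lncRNAs, with a median of 16514.5. Between 57 and 318 of the mRNAs were listed at 0 in a library. The summed FPKM of the mRNAs was between 522546 and 811815 per library, and a single mRNA on chromosome 3, ENSGALG00000017926, held 18.6% to 40.6% of it. This mRNA was singled out after its values were seen.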

### Genomic characterization and classification of lncRNAs

To compare the genomic characteristics of lncRNAs and mRNAs, we identified a total of 39,907 putative lncRNAs and 14,558 mRNAs that were expressed in more than one biological replicate (FPKM > 0). 

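The lncRNA table held 39907 lncRNAs and the mRNA table 14558 mRNAs. Over the 18 libraries analysed, 32013 lncRNAs had a value in more than 1 library, 7184 (18.0%) in 1 library only and 710 in none. A value in at least 1 library, the alternative that moved the number most, was found for 39197 lncRNAs. With FPKM above 0.1 in more than 1 library, 29043 lncRNAs were counted. Only 4499 lncRNAs had a value in every library, while 13041 of the mRNAs had FPKM above 0 in every library. All 14558 mRNAs had FPKM above 0.1 in at least 14 of the 18 libraries.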

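The mRNA table gives the chromosome of each mRNA on Gallus_gallus-5.0, and the lncRNA table gives no positions. Of the 14558 mRNAs, 13352 (91.7%) lay on the chromosomes listed in Table S2. A further 1170 mRNAs were on unplaced scaffolds, 30 on the mitochondrial chromosome and 6 on linkage group LGE64. Chromosome 1 carried 1848 mRNAs, chromosome Z 640 and chromosome W 37. The paper's Table S2 sums to 12254 mRNAs and 36427 lncRNAs over the same chromosomes.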

Subsequently, the genome distribution of lncRNAs and mRNAs was investigated, of which there were 36,427 (86.04%) transcripts and 12,254 (93.02%) mRNAs were assembled on chromosomes (Fig. 1a and Additional file 1 Table S2). Most of the lncRNAs and mRNAs of chicken tended to distribute in large chromosomes (No. 1–10 and Z chromosome), while a small proportion of transcripts distributed in micro chromosomes. In addition, the number of lncRNAs and mRNAs were highly correlated with chromosome size (*r* = 0.9850, 0.9677, respectively). 

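On chromosomes 1 to 10 and Z lay 8793 mRNAs, which were 65.9% of the mRNAs on chromosomes. These chromosomes make up 82.7% of the summed length in Table S2, so that the mRNAs were denser on the smaller chromosomes. Chromosome 1 carried 9.46 mRNAs per Mb, chromosome 2 carried 7.95 and chromosome Z 7.77, against 55.9 per Mb on chromosome 28.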

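Across the 31 chromosomes with a length in Table S2, the number of mRNAs correlated with chromosome size at a Pearson r of 0.973 (standard error 0.0211 from leaving out each chromosome in turn). Spearman's rho was 0.979. Both had a permutation p of 1e-05 in a two-sided test, the smallest that 100000 permutations can give. Without the 2 largest chromosomes, r was 0.948 over 29 chromosomes. The lncRNA numbers that the paper lists in Table S2 gave an r of 0.984, and its mRNA numbers an r of 0.972. From these correlations the paper reasons that the number of transcripts was proportional to the size of the chromosome.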

Illustrating that the number of transcripts distributed on chromosomes was proportional to the size of chromosome. 

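In each of the 18 libraries the median expression level was higher for mRNAs than for lncRNAs, counted over 14558 mRNAs and all 39907 lncRNAs of the table. The median log2(FPKM+1) of the mRNAs was between 3.16 and 3.57 per library, while that of the lncRNAs was between 0 and 0.03, because most lncRNAs had no value in a given library, E12 replicate 3 excepted. The difference was 3.49 ± 0.10 (SD, n = 18) (two-sided paired permutation test, p = 1e-05, the smallest that 100000 permutations can give). The authors had filtered mRNAs at FPKM above 0.1 and lncRNAs at FPKM above 0. With lncRNA medians at or near 0, the direction of this test was set by how the tables were made. Restricted in each library to features with FPKM above 0, which moved the result most, the difference was 2.92 ± 0.14 (SD, n = 18). The mean log2(FPKM+1) differed by 3.17 ± 0.08 (SD, n = 18) between the classes. The lowest median of the mRNAs, 3.16, belonged to D100 replicate 3, in which mitochondrial mRNAs held 28.8% of the summed FPKM.

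**Figure D1:**
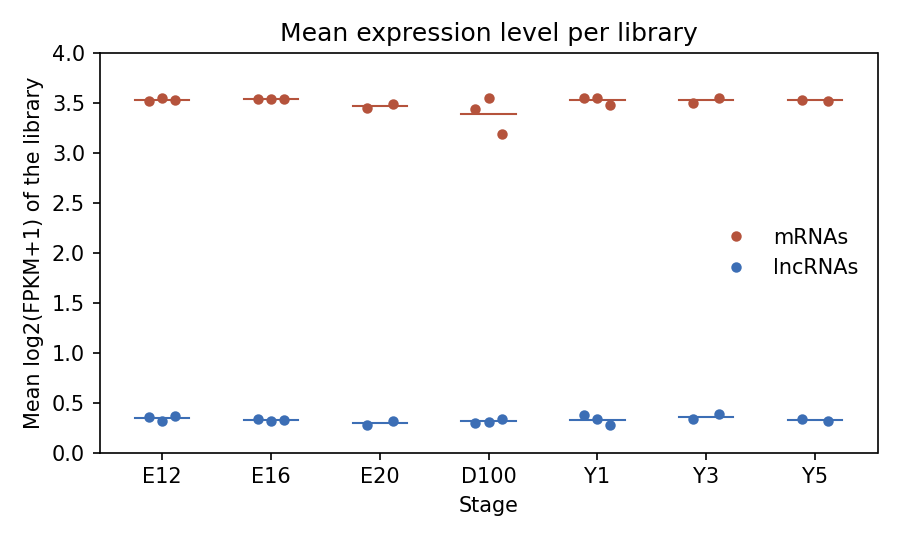
Mean log2(FPKM+1) of mRNAs (red) and lncRNAs (blue) by stage, with each point a library and each line the mean of its stage. The libraries lie between 3.19 and 3.55 for mRNAs and between 0.27 and 0.38 for lncRNAs.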

Based on further comparisons, we found that chicken lncRNAs are approximately 1/2 the length of mRNAs (mean length of 1122 nt for lncRNAs and 2029 nt for mRNAs); moreover, lncRNAs have fewer exons and are expressed at lower levels than mRNAs (Fig. 1b-d).

**Fig. 1:**
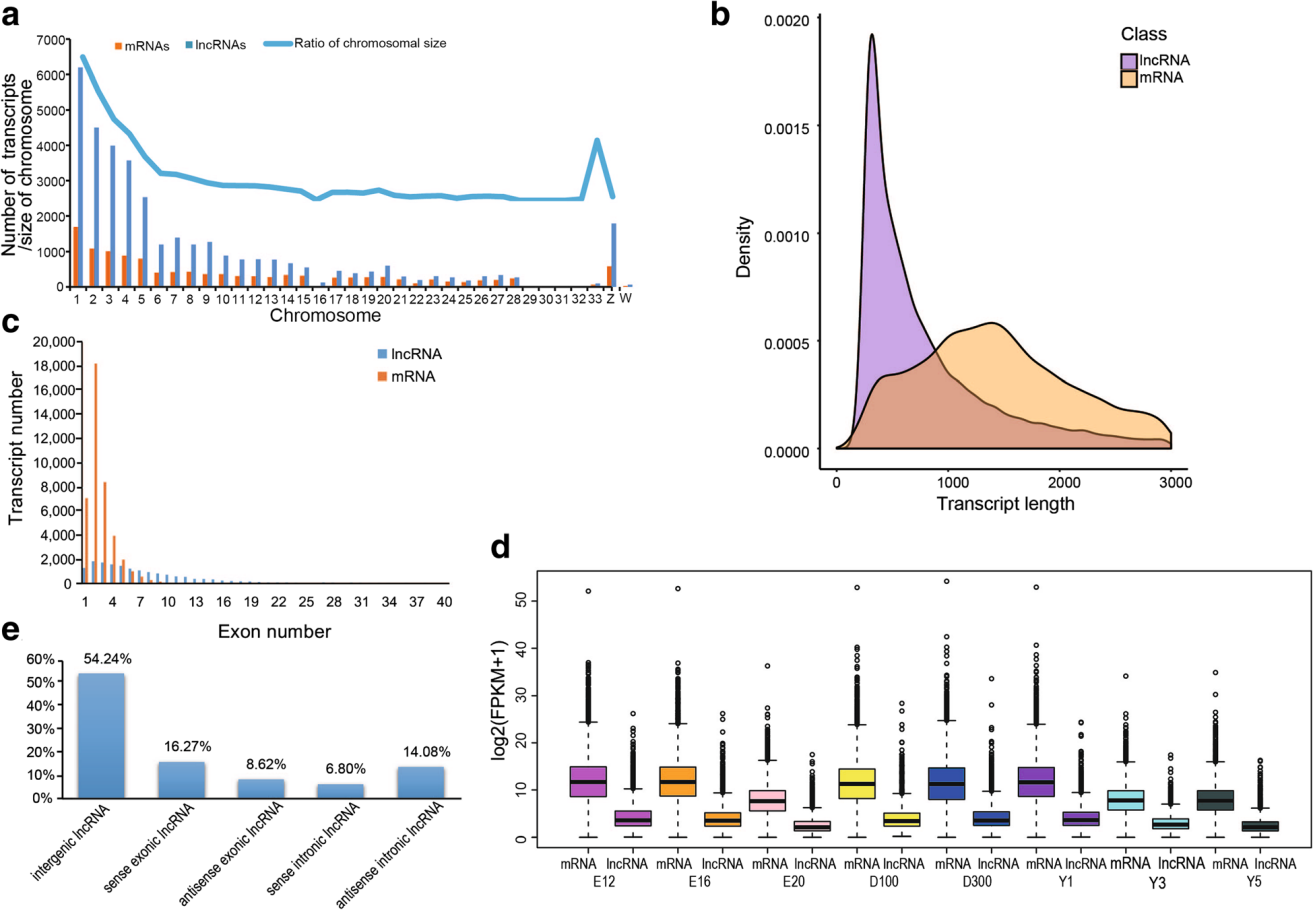
Genomic characterization of lncRNAs. **a** Chromosome distribution of mRNA and lncRNA transcripts identified in chicken cerebrum. The blue line represents the size of chromosome (the ratio of each chromosomal size to the total genomic size). **b** The distribution of transcript length of lncRNAs and mRNAs. **c** Exon number distribution of lncRNAs and mRNAs. **d** Comparison of the expression levels of lncRNAs and mRNAs. The lines of the whiskers in the box represent median lines. **e** The classification of lncRNAs

We identified 36,663 lncRNAs and classified them by genomic location; 54.24% of them were classified as intergenic lncRNAs not overlapping with any genes, 16.27% as sense exon overlapping lncRNAs, 8.62% as antisense exon overlapping lncRNAs, 6.80% as sense intron overlapping lncRNAs and 14.08% as antisense intron overlapping lncRNAs (Fig. 1e and Additional file 1 Figure S1). Similarly, the subgroups of lncRNAs (intergenic, exonic and intronic lncRNA) distributed on chromosomes in proportion to the chromosome size (Additional file 1 Table S2 and Figure S2). Furthermore, we performed functional enrichment analysis on both exon overlapping lncRNAs and intron overlapping lncRNAs, terms related to neuron, axon and synapse were found to be enriched in these genes (Additional file 2). For instance, GO: 0043524 (negative regulation of neuron apoptotic process), GO: 0048666 (neuron development) and GO: 0007269 (neurotransmitter secretion). Axon activities including GO: 0007411 (axon guidance), GO: 0008089 (anterograde axonal transport), GO: 0031290 (retinal ganglion cell axon guidance), GO: 0019896 (axonal transport of mitochondrion), GO: 1904115 (axon cytoplasm) and GO: 0071679 (commissural neuron axon guidance). Terms involved in synaptic regulation contained GO: 0045211 (postsynaptic membrane), GO: 0051965 (positive regulation of synapse assembly), GO: 0007416 (synapse assembly), GO: 0048813 (dendrite morphogenesis). KEGG pathways were primarily involved in cell proliferation and differentiation, development such as “Insulin signaling pathway”, “MAPK signaling pathway”, “ErbB signaling pathway”, “Hedgehog signaling pathway”; “Neuroactive ligand-receptor interaction” and “Calcium signaling pathway” were related to neuron. These results indicated that the intron and exon overlapping lncRNA functions were consistent with the biological functional activities of the genes enriched in the cerebrum.

### Expression profiles of mRNAs and lncRNAs

Our RNA-Seq experiments included a broad time series of sampling which allowed us to follow the expression dynamics of mRNAs and lncRNAs as development proceeded. Based on the expression dynamics of mRNAs and lncRNAs, the Pearson correlation between each pair of samples was calculated. The results showed that 21 samples were grouped into three broad clusters of mRNA expression profiles (Fig. 2a): the first cluster (green) represented the embryonic stages (E12, E16 and E20), the second cluster (blue) meant the growth stages (D100 and D300) and the last cluster (red) was the adult stages (Y1, Y3 and Y5). 

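Average-linkage clustering of the 18 libraries on 1 minus the Pearson r over all 14558 mRNAs, divided into 3 clusters, gave clusters of 7, 6 and 5 libraries. The cluster of 7 held all libraries of Y1, Y3 and Y5. The cluster of 6 held those of E12 and E16, and the cluster of 5 held the 3 libraries of D100 together with the 2 of E20. Thus 16 of the 18 libraries fell into the cluster of their period, and the 2 libraries of E20 did not. Complete linkage placed all 18 libraries by period. Within stages, the mean r was 0.951 ± 0.028 (SD over 15 pairs of libraries).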

Chickens included in the red cluster had reached a growth plateau and even begun the ageing process. While the expression profile of lncRNAs was not as markedly varied as that of mRNAs, the embryonic and growth stages were clustered, and the adult stages were congregated (Fig. 2c). In addition, the correlation power of mRNAs at consecutive time points exhibited strong time-dependent clustering. 

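The same clustering was run over all 39907 lncRNAs, including those with a value in 1 library or none. Divided into 2 clusters, it set Y1 replicate 3 apart from the other 17 libraries. Divided into 3 clusters, it gave 10 libraries of E12, E16, E20 and D100, then 7 libraries that were those of Y1, Y3 and Y5 without Y1 replicate 3 but with D100 replicate 3, and Y1 replicate 3 alone. Y1 replicate 3 also had the fewest lncRNAs with a value, 12618. Over the lncRNAs with a mean FPKM of at least 1, the 2 clusters held 11 and 7 libraries. There 4 libraries, namely E20 replicate 1 and the 3 of D100, lay with the adult hens. With Spearman's rho the 2 clusters held 16 libraries and the 2 of Y5. With complete linkage they held 15 libraries and 3, the latter being the 2 of Y5 and D100 replicate 3.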

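Between libraries of consecutive stages, the mean Pearson r over all mRNAs was 0.930 ± 0.008 for E16 vs E12 (SD over 9 pairs) and 0.904 ± 0.021 for E20 vs E16 (6 pairs). It was 0.903 ± 0.019 for D100 vs E20 (6 pairs), 0.941 ± 0.011 for Y3 vs Y1 (6 pairs) and 0.930 ± 0.019 for Y5 vs Y3 (4 pairs). The mean over these 5 comparisons was 0.922, and 0.899 with a pseudocount of 0.1, the alternative that moved it most. The r of a pair of libraries fell with their distance in stage order, with a correlation of -0.79 over all 18 libraries (rank correlation -0.81) and a Mantel permutation p of 1e-05 for both, the smallest that 100000 permutations can give. Within the 11 libraries of embryos and growing birds this correlation was -0.82 (p = 4e-05 from 100000 permutations; rank correlation -0.82, p = 2e-05). Within the 8 embryos it was -0.75 (exact permutation p = 0.00179; rank correlation -0.70, p = 0.00357). Within the 7 adult hens, which share a place of rearing, it was -0.65 (exact permutation p = 0.00952 over 210 arrangements; rank correlation -0.62, p = 0.019). The tests were two-sided and counted pairs within a stage at a distance of 0. They therefore do not separate a graded fall from any difference between stages. Without Y1 replicate 2 the correlation within the adult hens was -0.52 and the exact p was 0.0667.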

Meanwhile, the correlation power of lncRNAs between stages of lncRNAs was much weaker (Fig. 2b, d). 

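For lncRNAs, the mean r between libraries of consecutive stages was 0.694, from 0.665 for D100 vs E20 to 0.729 for E16 vs E12, and in each of the 5 comparisons it was lower than for mRNAs by more than the spread between pairs. Pairs of libraries within a stage were also less correlated, at 0.733 ± 0.061 (SD over 15 pairs). With Spearman's rho in place of Pearson's r, the mean over consecutive stages was 0.5682. A negative correlation of r with distance in stage order was present as well, at -0.55 over the 18 libraries (rank correlation -0.57; Mantel permutation p = 1e-05 for both, the smallest that 100000 permutations can give). It was -0.56 within the 11 libraries of embryos and growing birds (permutation p = 4e-05; rank correlation -0.59, p = 7e-05). It was -0.55 within the 7 adult hens (exact permutation p = 0.00952; rank correlation -0.53, p = 0.0143), where leaving out Y5 replicate b gave -0.41 with an exact p of 0.2. With a mean FPKM of at least 1, the correlation over the 18 libraries was -0.74 for lncRNAs and -0.79 for mRNAs. The difference between the 2 classes in this correlation was not tested. Pairs within a stage were counted here too, so the tests do not separate a graded fall from any difference between stages. The mean r of the lncRNAs fell from 0.733 within stages to 0.665 at a distance of 2. At larger distances it lay between 0.639 and 0.658. In the paper's reasoning, mRNAs showed strong time-dependent clustering and the correlation of lncRNAs between stages was much weaker.

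**Figure D2:**
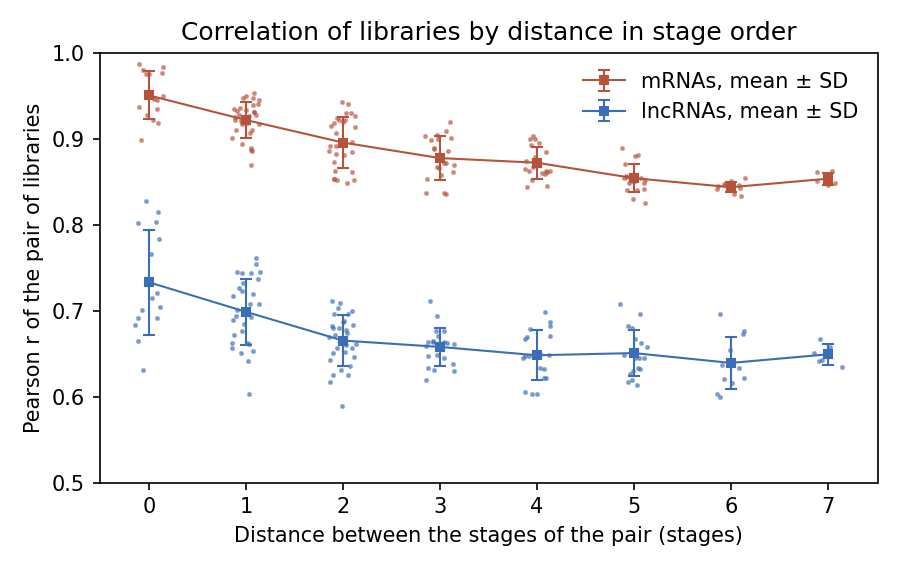
Pearson r of each pair of the 18 libraries against the distance between their stages in the order of the 8 stages of the study, for mRNAs (red) and lncRNAs (blue), with small points for pairs, squares for the mean and bars for the SD. The mean falls from 0.951 within stages to 0.854 at a distance of 7 for mRNAs and from 0.733 to 0.649 for lncRNAs. For lncRNAs it is 0.665 at a distance of 2 and changes little beyond it.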

Subsequently, we calculated the Shannon entropy (H) value [29] to further test the hypothesis; this parameter can be used to measure the specificity of gene expression during developmental stages. Compared with mRNAs, namely, lincRNAs, intron overlapping and exon overlapping lncRNAs, exhibited increased temporal specificity (Fig. 2e).

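The entropy H was computed over the mean FPKM of the 7 stages analysed, for which the largest possible H is 2.81, reached by equal expression at every stage. Lower values mean that expression was concentrated in fewer stages. The median H was 2.74 over the 14558 mRNAs, with quartiles of 2.66 and 2.77. Over the 32013 lncRNAs it was 1.88, with quartiles of 1.00 and 2.50. From replicate 1 of each stage alone the medians were 2.71 and 1.41, and from replicate 2 alone 2.72 and 1.42. The medians of the classes thus differed far more than those from the 2 sets of birds. Agreement of medians over many features does not measure the spread of H between birds for single features. Libraries of Y3 and Y5 carry no replicate number, so their assignment to replicate 1 or 2 was arbitrary here. A filter on the level moved the result most. With a mean FPKM of at least 1, the median H was 2.74 over 13640 mRNAs and 2.67 over 4206 lncRNAs, a difference of 0.0747 in place of 0.864. At matched expression level, the median H of 2693 mRNAs was 2.67 and that of 2693 lncRNAs 2.69 (medians over 20 draws; this comparison was chosen after the values were seen). The subgroups of lncRNAs by position were not analysed here. From the lower H the paper states an increased temporal specificity of lncRNAs (Fig. 2e).

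**Figure D3:**
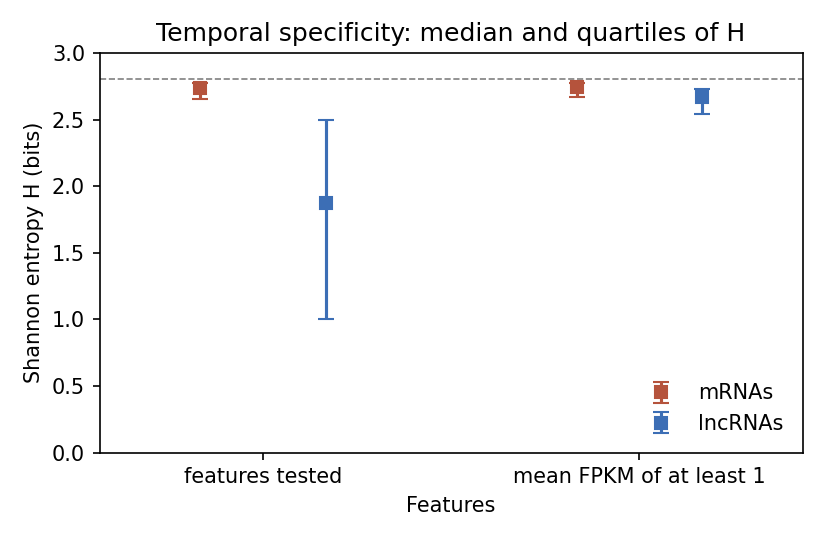
Median (square) and quartiles (bars) of the Shannon entropy H of mRNAs (red) and lncRNAs (blue), for all features tested and for those with a mean FPKM of at least 1, with the largest possible H, 2.81, as a dashed line. The median of the lncRNAs is 1.88 on the left and 2.67 on the right.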

**Fig. 2:**
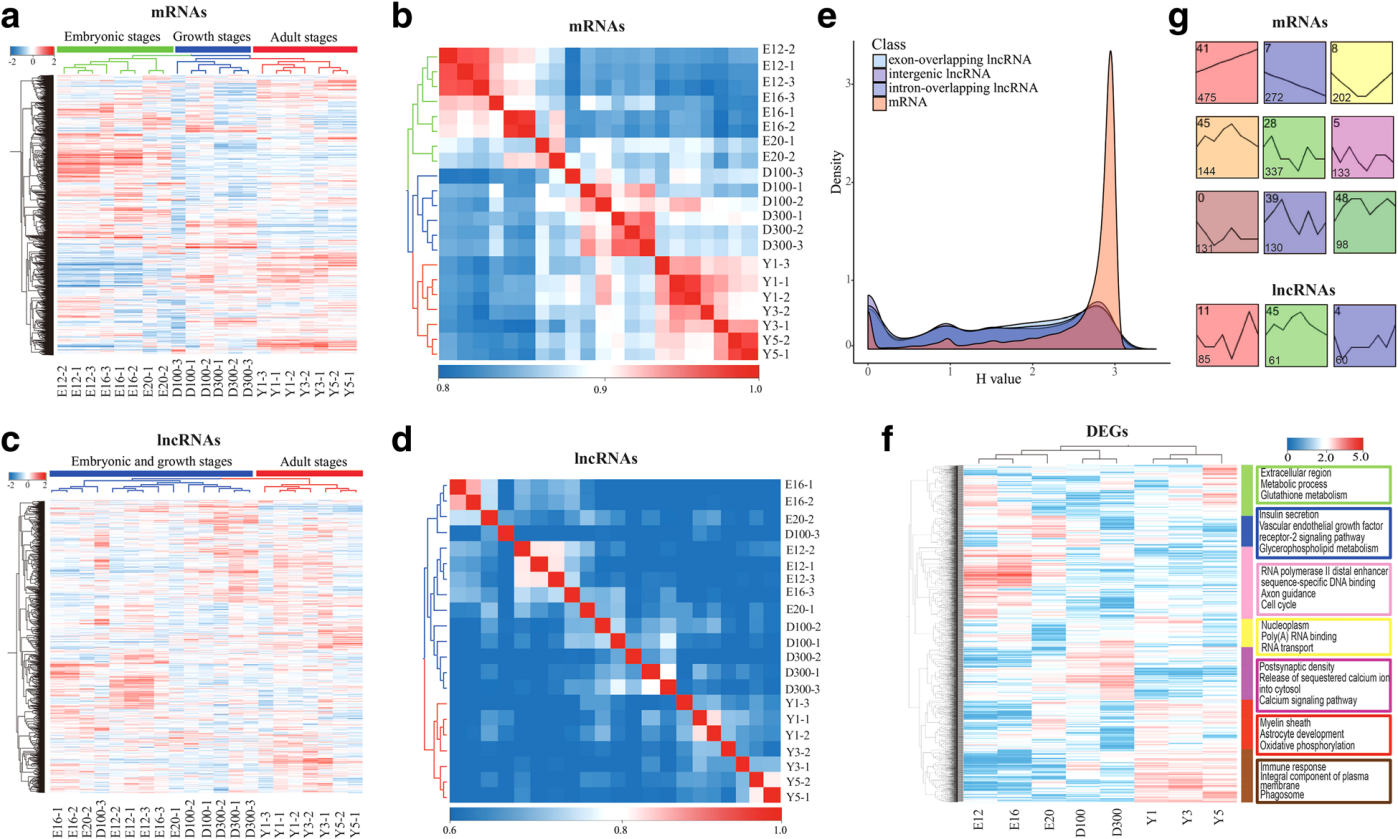
The expression profiles of mRNAs and lncRNAs. **a**, **c** The expression profiles of mRNAs (upper panel) and lncRNAs (lower panel). The heat map shows the expression profile of mRNAs and lncRNAs. The top and left panel is the sample and gene tree constructed by Pearson Correlation; the value represents the log2 transformed values of (FPKM+ 1). **b**, **d** Dynamic changes in expression profile of mRNAs and lncRNAs. The value represents the pairwise Pearson Correlation. The correlation between every two samples was calculated by log2-transformed (FPKM+ 1) gene expression values. **e** The distributions of Shannon entropy-based temporal specificity scores that were calculated for distinct classes of mRNAs and lncRNAs. **f** Age-dependent clusters with significantly enriched GO terms and pathways map. Hierarchical clustering analysis grouped the age-dependent genes into 7 clusters. **g** Temporal profiles of age-dependent DEGs (upper panel) and DE lncRNAs (lower panel). Modules in different colors represent different temporal expression patterns which were significantly enriched by STEM analysis (non-significant modules were not shown). Numbers in the top indicates the module number and the lower numbers indicate numbers of DEGs and DE lncRNAs in each module

### Age-dependent transcriptome and gene expression analysis

To evaluate differentially expressed lncRNAs and mRNAs (DE lncRNAs and DEGs) at irregularly spaced sampling times, we compared the expression levels at adjacent time points with the threshold of FC(Fold Change) ≥ 2 (or ≤ 0.5) plus a Bonferroni-adjusted *P*-value ≤ 0.05. 

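Here each comparison was the difference of the stage means of log2(FPKM+1), later stage minus earlier, in a limma fit of the 18 libraries with 7 stage means. A feature was called when the difference corresponded to a fold change of at least 2 or at most 0.5 and its Bonferroni-adjusted p from limma was at most 0.05, over 14558 mRNAs or 32013 lncRNAs. The 5 comparisons of consecutive stages without D300 were made. In simulated data with 200 changed mRNAs, this procedure called 88.5% to 95% of the mRNAs changed by 4 on the log2 scale and 44% to 62.5% of those changed by 2, with at most 1 false call. Of 200 changed lncRNAs it called 63% to 82% and 5% to 23.5%, with 0 false calls. The simulated changes were placed on features with a mean log2(FPKM+1) above 1, with normal noise of equal spread in every stage. Cells without a value were not simulated. Most of the lncRNAs tested lie below that level, so these shares and the absence of false calls need not hold for them.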

Overall, we compared 7 pairs and identified 1892 unique lncRNAs and 4499 unique mRNAs as significantly differentially expressed during development and ageing. 

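Over the 5 comparisons analysed, 146 different mRNAs and 47 different lncRNAs were called. The correction for multiple tests moved these numbers most. With Benjamini-Hochberg adjustment 2166 mRNAs and 259 lncRNAs were called, and with the unadjusted p, which the legend of Figure S3 names, 3696 mRNAs and 2369 lncRNAs. With cells without a value left missing in place of 0, an alternative chosen after the data were seen, 10 lncRNAs were called, and lncRNAs without any value in a stage could not be tested there. The comparisons D300 vs D100 and Y1 vs D300 were not analysed here.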

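Of the 146 mRNAs called, 68 were up-regulated and 82 down-regulated in at least 1 comparison. Of the 47 lncRNAs called, 40 were up-regulated and 16 down-regulated in at least 1 comparison. Median-ratio scaling gave 91 up-regulated and 74 down-regulated mRNAs, and the unadjusted p gave 1346 up-regulated and 1490 down-regulated lncRNAs, each the opposite majority. Among mRNAs, 8 rose and 15 fell for E16 vs E12, 35 rose and 54 fell for E20 vs E16, and 22 rose and 12 fell for D100 vs E20. For Y3 vs Y1, 0 rose and 1 fell, and for Y5 vs Y3, 7 rose and 0 fell. At the unadjusted p the 2 counts of 0 became 158 and 321. Among lncRNAs, 2 rose and 3 fell for E16 vs E12, 5 rose and 3 fell for E20 vs E16, 1 rose and 5 fell for D100 vs E20, 3 rose and 2 fell for Y3 vs Y1, and 29 rose and 4 fell for Y5 vs Y3. Of the 33 lncRNAs called for Y5 vs Y3, 24 had no value in either library of Y3. The direction of the majority was not stable in several comparisons. For D100 vs E20, 332 mRNAs rose and 451 fell with Benjamini-Hochberg adjustment, and 509 rose and 723 fell at the unadjusted p. Among lncRNAs, 384 rose and 556 fell for Y5 vs Y3 at the unadjusted p, and 1 rose and 2 fell with cells without a value left missing. For Y3 vs Y1, 1 rose and 15 fell without Y1 replicate 3, and for E20 vs E16, 2 rose and 15 fell without E16 replicate 3. For E16 vs E12, 24 rose and 0 fell without E16 replicate 3, where 305 fell at the unadjusted p over all libraries. For D100 vs E20, more lncRNAs rose than fell when any library of D100 was left out, with 9 rising and 2 falling without D100 replicate 3. After median-ratio scaling of the libraries, the share of rising mRNAs for D100 vs E20 was 75% in place of 64.7%, and that of rising lncRNAs was 28.6% in place of 16.7%.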

In the lncRNAs comparison libraries, 1122 and 1059 lncRNAs were found to be up- and down-regulated, respectively; a total of 2985 up-regulated and 2993 down-regulated DEGs were identified in mRNAs comparison groups during chicken cerebrum development and ageing. 

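Among the 5 comparisons analysed, the most DE lncRNAs were called for Y5 vs Y3 (33), followed by E20 vs E16 (8) and D100 vs E20 (6), with 5 each for E16 vs E12 and Y3 vs Y1. The most DEGs were called for E20 vs E16 (89), followed by D100 vs E20 (34), E16 vs E12 (23), Y5 vs Y3 (7) and Y3 vs Y1 (1). The order depended on the settings. With a mean FPKM of at least 1, 6 DE lncRNAs were called for E16 vs E12 and 5 for Y5 vs Y3, and with cells without a value left missing, 4 for E20 vs E16 and 3 for Y5 vs Y3. With the replicate block, 18 DEGs were called for D100 vs E20 and 16 for E20 vs E16, and with the 2 compared stages only, 0 for E20 vs E16, where 1570 passed the unadjusted p in the fit of all libraries. Without E16 replicate 3, 125 DEGs and 17 DE lncRNAs were called for E20 vs E16, and 41 DEGs and 24 DE lncRNAs for E16 vs E12. The largest rise among the mRNAs whose libraries did not overlap was that of ENSGALG00000006236 for Y5 vs Y3, from a mean log2(FPKM+1) of 1.82 ± 1.31 (SD, n = 2) to 9.33 ± 0.02 (n = 2), a difference of 7.52 (standard error 0.52, Bonferroni-adjusted p = 2.62e-06 from limma). The largest fall was that of ENSGALG00000006725 for E20 vs E16, from 4.70 ± 0.24 (SD, n = 3) to 1.31 ± 0.32 (n = 2), a difference of -3.39 (standard error 0.24, Bonferroni-adjusted p = 4.69e-06 from limma). Among lncRNAs, TU166263 rose by 4.59 for Y5 vs Y3 (standard error 0.37, Bonferroni-adjusted p = 5.62e-05 from limma), had a value in 1 of the 2 libraries of Y3, and was not called with a pseudocount of 0.1 (adjusted p = 0.738). TU81525 changed by -3.77 for E20 vs E16 (standard error 0.47, Bonferroni-adjusted p = 0.0232 from limma) and was not called when any library of E16 was left out. With the 2 compared stages alone in the fit, none of these 4 features was called.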

The greatest number of DE lncRNAs between adjacent time points was observed at Y5 vs Y3, followed by Y1 vs D300 and E16 vs E12, while the most DEGs were detected at Y1 vs D300, followed by E20 vs E16 and E16 vs E12 (Additional file 1 Figure S3).

To further investigate the biological functional variations of these DEGs in development and ageing, we used 4499 DEGs to perform hierarchical clustering analysis. 

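Clustering of the 18 libraries over the 146 mRNAs called, divided into 3 clusters, gave the 6 libraries of E12 and E16, the 2 of E20, and the 10 of D100, Y1, Y3 and Y5. The clusters had the same members over the 3696 mRNAs called at the unadjusted p.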

The sample tree was clustered into 3 subgroups by age, and the gene tree was partitioned into 7 clusters, which were labeled with different colors (Fig. 2f). Subsequently, we performed functional enrichment analysis based on the DEGs of the 7 clusters. Generally, DEGs expressed highly in embryonic periods were enriched in the terms “cell division”, “insulin secretion” and “axon guidance”; the most relevant KEGG pathways were “glutathione metabolism”, “Notch signaling pathway” and “cell cycle” (the first three clusters). DEGs in growth periods were enriched in the terms “MAPK signaling pathway”, “GnRH signaling pathway” and “Calcium signaling pathway” (the two middle clusters). Adult periods were mainly enriched in immune response, phagosome and defense response to virus (the last 2 clusters) (Additional file 3).

### Temporal profiles of gene expression

We used STEM to group DEGs with similar temporal profiles and found that 4340 mRNAs and 1218 lncRNAs were classified into time-series expressed patterns. For mRNAs, a total of 1922 (44.29%) genes were partitioned into 9 significantly enriched temporal profiles (*P* ≤ 0.05). 

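The 146 mRNAs called here were assigned by their stage means to 50 model profiles over the 7 stages, in the manner of STEM, which was not used itself. A total of 85 mRNAs (58.2%) fell into 5 profiles that held more mRNAs than permuted stage orders gave (binomial test, Bonferroni-adjusted p at most 0.05). The list of mRNAs moved this result most. The 3696 mRNAs called at the unadjusted p gave 1902 mRNAs (51.5%) in 10 profiles. The features were chosen as differing between stages in the same libraries, so these p-values describe the list and are not independent evidence of change.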

Two models exhibited monotonic trajectories: the pink and blue-violet models showed a gradual increase and decrease with age, respectively. 

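Of the 5 profiles, 1 rose at every step with 19 mRNAs, where 2.50 were expected from permuted stages, and 1 fell at every step with 18 mRNAs, where 2.84 were expected. Their Bonferroni-adjusted p-values from the binomial test were 5.51e-10 and 3.53e-08. Assignment is by correlation, and 0 of the 146 mRNAs had stage means that themselves rose or fell at every step. Among the 3696 mRNAs called at the unadjusted p, 4 rose and 4 fell at every step, the rising profile held 339 mRNAs and the falling profile 334.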

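Among the 3696 mRNAs called at the unadjusted p, a profile with its minimum at D100 and equal ends at E12 and Y5 held 151 mRNAs, where 75.2 were expected from permuted stages (Bonferroni-adjusted p = 2.29e-13 from the binomial test). It was not among the 5 profiles of the 146 mRNAs called with Bonferroni adjustment. A peak at D300 could not be examined because that stage was not analysed here.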

Meanwhile, a portion of genes were assigned to models that reversed their trajectory over time: the yellow model presented a U-shaped trajectory with a minimum at D100 to D300 and the orange model showed a Bell-shaped trajectory with a peak at D300. The remaining models had more complex temporal profiles, some with an initial increase (green, light purple and jade models) and some with an initial decrease in their expression (mauve and light brown models) (Fig. 2g). 

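Of the 47 lncRNAs called here, 27 (57.4%) fell into 1 significantly enriched profile, which stayed level through Y3 apart from a dip at E20 and was highest at Y5 (5.66 lncRNAs expected, Bonferroni-adjusted p = 6.28e-12 from the binomial test). For 30 of the 47 lncRNAs, Y5 was the stage with the highest mean. Among the 2369 lncRNAs called at the unadjusted p, 856 (36.1%) fell into 9 profiles. In this longer list the stage with the highest mean was most often Y3 (626 lncRNAs), against 425 for Y5.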

As for lncRNAs, 206 (16.91%) transcripts were assigned to significantly enriched model profiles (*P* ≤ 0.05) (Fig. 2g). To investigate the biological functions of these significantly enriched mRNAs, we performed functional enrichment analysis on aforementioned genes in 9 models. Interestingly, the terms “cytokine receptor activity” (GO: 0004896), “phagosome” and “ECM-receptor interaction” were enriched in increasing genes; “cell cycle”, “MAPK signaling pathway”, “p53 signaling pathway”, “mitotic nuclear division” (GO: 0007067), “axon guidance” (GO: 0007411), “axon hillock” (GO: 0043203) and “cell proliferation” (GO: 0008283) were enriched in decreasing genes. In addition, “activation of GTPase activity” (GO: 0090630) and “regulation of axonogenesis” (GO: 0060070) were enriched in DEGs from Bell-shaped temporal profiles; “canonical Wnt signaling pathway” (GO: 0060070) and “growth” (GO: 0040007) were enriched in DEGs from U-shaped temporal profiles (Additional file 4).

### Construction of a co-expression network

Predicting the putative function of lncRNAs through sequence characteristics is still a challenge because of the lack of annotated features. WGCNA can be applied to associate lncRNAs with functionally annotated mRNAs because genes and transcripts with similar expression patterns are often related in biological functions and can be attributed to the same module. 

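For the co-expression network, 8038 mRNAs and 836 lncRNAs differed between the 7 stages analysed (limma F test with Benjamini-Hochberg adjustment, p at most 0.05). An unsigned network of power 6 over the 18 libraries was built from them, with topological overlap, average linkage, a fixed height of 0.9 and at least 30 members per module. The paper's text names no power for its own network.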

We first used DESeq2 to screen out mRNAs and lncRNAs; secondly, we conducted WGCNA to explore the function of lncRNAs, a total of 11,200 mRNAs and 955 lncRNAs were selected by screening to construct the co-expression network. 

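In this network 28 modules were found, and the top 2 modules held 45.3% of the mRNAs (3639) and 29.3% of the lncRNAs (245). In no module were 32.3% of the mRNAs and 19.1% of the lncRNAs. The largest module held 2616 mRNAs and 108 lncRNAs, and the mean standardised level of its members was highest at E16 and lowest at D100. In the module next in size, with 1023 mRNAs and 137 lncRNAs, this mean was lowest at E12 and highest at Y3. An unsigned network joins features that change in opposite directions, and signs were not aligned. These means therefore need not describe single members. The settings of the network decided these shares. With a signed network there were 4 modules, and the top 2 held 94.5% of the mRNAs and 91.3% of the lncRNAs. With a power of 12 there were 17 modules, whose top 2 held 9.77% and 30.6%. With only the 146 DEGs and 47 DE lncRNAs, there were 2 modules that held 80.1% and 70.2%.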

Ultimately, 12 modules were identified; the top 2 modules accounted for 74.02 and 70.26% of the total mRNAs and lncRNAs, respectively. We therefore considered a total of 8323 mRNAs were targeting genes to 671 lncRNAs. Furthermore, the co-expressed genes of the top 2 modules (8323 mRNAs) were submitted to DAVID; the functional categories showed that these co-expressed genes were significantly enriched in the terms “myelin sheath” (GO: 0043209), “dendrite morphogenesis” (GO: 0048813) and “axonogenesis” (GO: 0007409); as well as nuclear components such as “nucleolus” (GO: 0005730), “nucleoplasm” (GO: 0005654), “chromatin organization” (GO: 0006325). Consistently, KEGG analysis showed an extensive enrichment of co-expressed genes involved in pathways such as “spliceosome”, “ribosome”, “cell cycle”, “insulin signaling pathway” and “mTOR signaling pathway”. It is worth noting that, pathways related to defense, detoxication and antiageing were significantly enriched in adult stages: “positive regulation of telomere maintenance via telomerase” (GO: 0032212). “Toxin transport” (GO: 1901998), “damaged DNA binding” (GO: 0003684), “wound healing” (GO: 0042060), “glutathione metabolic process” (GO: 0006749) and “response to UV” (GO: 0009411) (Additional file 5).

### Validation of the gene expression by qPCR

To validate the sequencing data, we selected 10 mRNAs and lncRNAs representing different temporal profiles to examine the expression patterns at each developmental stage. Three DEGs (*TMSB15B*, *BASP1*, *GAP43*) were decreasing pattern, 2 DEGs were increasing (*FGF13*, *CACNA2D1*), Bell-shaped (*CAMK2A*, *GRIN1*) and U-shaped (*TTR*, *TMSB15B*) patterns, respectively, and 1 DEG (*PLP1*) came from the initial-up expressing pattern. Correspondingly, 3 DE lncRNAs in pink module (TU56811, TU178751, TU167089), 3 in green module (TU99158, TU26292, TU50759), and 4 in blue module (TU38242, TU45029, TU166039, TU6367) were selected from the temporal expression profiles of lncRNAs in Fig. 2g. 

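All 10 lncRNAs had a value in every library of the 7 stages analysed. In the pink module, TU56811 rose from a mean log2(FPKM+1) of 2.61 ± 0.12 (SD, n = 3) at E12 to 4.60 ± 0.29 (n = 2) at Y5, with each stage mean above the one before it. TU178751 was lowest at E16 (4.45 ± 0.30, n = 3) and highest at Y5 (5.97 ± 0.29, n = 2). TU167089 rose to 4.51 ± 0.18 (n = 2) at E20 and was at 1.60 ± 1.17 (n = 2) at Y5. In the green module, TU99158 fell from 5.63 ± 0.76 (n = 3) at E16 to 1.21 ± 1.56 (n = 2) at Y5, TU26292 fell from 6.33 ± 0.32 (n = 3) at E16 to 2.57 ± 2.52 (n = 2) at Y5, and TU50759 peaked at Y1 at 4.53 ± 0.16 (n = 3). In the blue module, TU38242 and TU45029 varied least, by 0.99 and 1.31 between their highest and lowest stage means. TU166039 was highest at E12 (4.64 ± 0.38, n = 3) and lowest at Y1 (3.04 ± 0.52, n = 3), and TU6367 fell from 6.00 ± 0.10 (n = 3) at E16 to 4.66 ± 0.05 (n = 2) at Y5.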

The relative expression of 10 mRNAs and lncRNAs detected by qPCR were compared with the transformed log_2_ (FPKM+ 1) values of RNA-Seq. The results showed that the altered expression patterns of 10 mRNAs and lncRNAs at each stage were consistent with the RNA-Seq data (Fig. 3), illustrating the reliability of our RNA-Seq data and guaranteed the accuracy of stringent pipeline was used to identify the transcripts.

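Between E12 and Y5, the ends of the series, 6 of the 10 lncRNAs differed in the RNA-Seq values when adjusted over the list alone (limma, Benjamini-Hochberg adjustment), and 2 when adjusted over all 32013 lncRNAs tested. The study chose the list on these libraries, so that the count adjusted over the list alone is not independent evidence. The 2 were TU99158, with a limma difference of -4.26 on the log2 scale (standard error 0.61, adjusted p = 0.00107), and TU6367, with -1.32 (standard error 0.28, adjusted p = 0.0196). TU26292 (-3.18, adjusted p = 0.0505), TU50759 (1.72, 0.0666), TU56811 (1.99, 0.106) and TU166039 (-0.98, 0.242) passed the threshold over the list alone. Over all lncRNAs, 4 passed with a pseudocount of 0.1, with TU26292 (adjusted p = 0.0416) and TU50759 (adjusted p = 0.0396) besides the 2, and 3 passed with median-ratio scaling, with TU50759 (adjusted p = 0.0354) besides the 2. Over the list alone, 5 passed with median-ratio scaling and without E12 replicate 3. The library decided the size for TU26292, whose difference was -1.40 without Y5 replicate b and -4.96 without Y5 replicate a. In the same fits TU99158 differed by -3.16 and -5.36, and TU50759 by 2.26 and 1.18. TU6367 was no longer called over all lncRNAs without E12 replicate 1 or without E12 replicate 3. The 4 others, TU178751 (0.11), TU167089 (-0.20), TU38242 (-0.25) and TU45029 (0.20), did not pass the threshold in either way. For TU38242 the birds of E12 and Y5 did not overlap all the same, with log2(FPKM+1) from 2.74 to 2.83 at E12 and from 2.43 to 2.62 at Y5. The 10 mRNAs could not be looked up by symbol, and the qPCR measurements were not used here. From the comparison of qPCR with RNA-Seq values in Fig. 3, the paper concludes that its RNA-Seq data are reliable.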

**Fig. 3:**
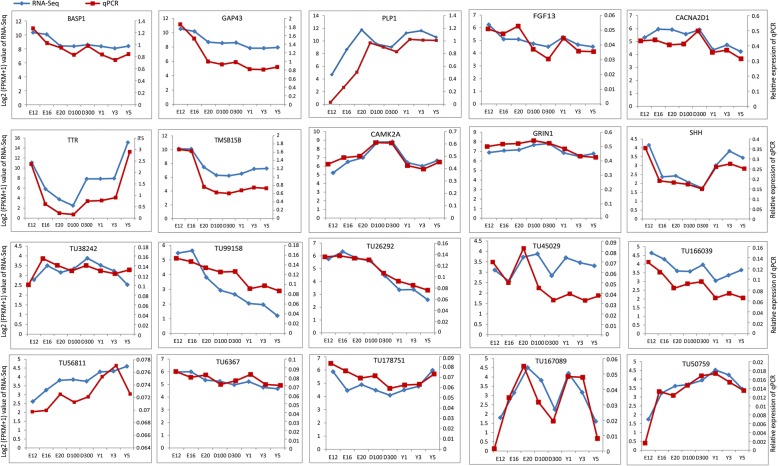
Validation of 10 expressed DEGs and DE lncRNAs by qPCR. The X-axis represented 8 developmental stages. The Y-axis indicated the relative expression of each gene; blue lines were log_2_ (FPKM+ 1) values of RNA-Seq and the red lines were relative expression of qPCR

## Discussion

### Genomic characterization of lncRNAs in chicken cerebrum

Although the brain lncRNA profile of human, macaque, mice and fish have been well characterized in recent years, the function of lncRNAs in chicken brain development and ageing remained unclear. Here, we systematically investigated the lncRNA profile of the cerebrum in female Tibetan chicken by RNA-Seq spanning 8 stages from embryonic (E12) to ageing (Y5) individuals. We obtained 406.56 Gb of raw data from 21 libraries in total; the chromosomal distribution of transcripts illustrated that the number of transcripts distributed on chromosomes was proportional to the size of chromosome; not surprisingly, several key genomic characteristics of the chicken cerebrum that lncRNAs were shorter, less conserved and expressed at lower levels than mRNAs were consistent with results in zebrafish and mammals [2, 8, 9, 17, 18]. Furthermore, we identified approximate 2000 (54.24%) lincRNAs (long intergenic lncRNAs) in our study, accounting for more than half of the total chicken lncRNAs, which were consistent with previous studies [30, 31]. Functional enrichment analysis indicated that the functions of intron and exon overlapping lncRNAs were consistent with the biological functional activity of the genes that were enriched in the cerebrum, and that brain transcriptomes are conserved across vertebrates.

### Atlas of gene expression in chicken cerebrum

The expression profile of mRNAs of the chicken cerebrum was age-dependent and lncRNA has a more restricted temporal expression than mRNA, suggesting that there might be distinctive patterns of age-related functional changes across cerebrum developmental stages. Further findings on age-dependent transcripts showed that DEGs were grouped into 7 sub clusters. The first 3 clusters mainly highly expressed in embryonic stages, involving in the formation of neuronal network and development. For example, *HDAC2* encodes histone deacetylase which can form transcriptional repressor complexes by associating with many different proteins, and play an important role in transcriptional regulation, cell cycle progression and developmental events. Previous reports have indicated that *HDAC2* is critical for oocyte development and reciprocally, it also can maintain normal chromatin structures and has a unique role by controlling the fate of neural progenitors during normal brain development [32, 33]. Activity of protein product encoded by *PAX6* is essential in the development of neural tissues, particularly the eye. *Pax6* can establish distinct ventral progenitor cell populations and control the identity of motor neurons and ventral interneurons [34, 35]. The 2 middle clusters were up-regulated at growth stages. It was noted that, GnRH signaling pathway were enriched in this stage alone, the GnRH secreted from the hypothalamus acts upon its receptor in the anterior pituitary to regulate the production and release of the gonadotropins, LH and FSH [36, 37], which stimulated the hormones secretion and egg formation in ovary. This result was in accordance with the egg laying traits in Tibetan chicken that they began to lay eggs at the age of 240 to 270 days and reached egg laying peak at the age of 300 days [38]. Besides, GnRH could activate the signaling of PCK (protein kinase C) and lead to transactivation of the epidermal growth factor (EGF) receptor and activation of mitogen-activated protein kinases (MAPKs), resulting in activation of transcription factors and rapid induction of early genes [37]. This coincided with the fact that MAPK signaling pathway was significantly enriched in growth stage. Mainly up-regulating genes in the last 2 clusters of adult stages exerted functions in defense mechanisms and immune responses. *CX3CL1* is broadly expressed in brain, it plays a role in a wide range of diseases, including cancer, vasculitis, neuropathies, atherosclerosis, inflammatory diseases, and in human immunodeficiency virus infections [39, 40]. The protein encoded by *MARCO* is part of the innate antimicrobial immune system [41], and modulates inflammatory responses against virus infection [42]. All these findings elucidated that biological functions of highly expressed genes in different clusters accorded with the development and growth rules.

### Monotonic temporal expression patterns

The progressively increasing gene expression profile involved in phagosome and binding, which meant that organisms were undergoing neurodegeneration, anti-inflammation and innate immune mechanisms were activated as the neurons aged [12, 43, 44]. Meanwhile, the temporal profile decreased with time, of particular interest, were the down-regulation of cell proliferation and mitotic nuclear division and the degeneration of neuronal projections and axonal activity. In addition, chromatin and extracellular matrix remodeling occurred in this gene cluster. Similarly, neuronal functional deterioration and synaptic down-regulation were differentially represented in the ageing primate brain [45]. All the information indicated that a progressive accumulation of immune function and neuronal deterioration were conserved hallmarks of brain ageing.

### Temporal inversions

Interestingly, a substantial proportion of DEGs reversed their expression trends at D300 and exhibited U-shaped or Bell-shaped temporal profiles. The U-shaped model applied to the “canonical Wnt signaling pathway” and “glutathione metabolism”; Wnt signaling is involved in organogenesis, and the inhibition of Wnt signaling is an essential factor in the late stage of body profile formation in vertebrates [46]. Glutathione is helpful in maintaining a normal immune system and has an antioxidant effect [2], hinting that the Wnt signaling pathway might be mapped to genes down-regulated from E12 to D100, while glutathione metabolism probably corresponds to genes up-regulated from D300 to Y5. The Bell-shaped expression model exhibited a peak at D300 and a sub-peak at E16; this gene cluster was enriched for “GTPase activity”, “regulation of axonogenesis” and “neuronal synaptic plasticity”. GTPase participated in protein biosynthesis and translocation, cell cycle control and cell differentiation [47]. Axonogenesis is a subfield of neural development concerning the process by which neurons send out axons to reach the correct targets [48]. In neuroscience, synaptic plasticity is the ability of synapses to strengthen or weaken over time, in response to increases or decreases in their activity; this phenomenon is one of the important neurochemical foundations of learning and memory [49]. Our results suggest that genes in this model were initially involved in development, while the oldest group exhibited a reduction of brain function; in other words, chicken cerebrum senescence was accompanied by impairment of neural plasticity, increases in inflammatory response and neurological disorders, and decrease of learning and memory abilities. Generally, hens at the age of 300 days are high egg productive, subsequently, their physiological features change substantially with age, leading to a reproductive decline and a drop in egg laying. Therefore, we can detect the biological variations in RNA levels.

### Different complex temporal expression patterns

Genes in the green model entered periods of up-regulation during embryonic development (E12 to E16) and adulthood (D300 to Y1). On embryonic days 12 to 16, when histological differentiation is gradually completed, these up-regulated genes were enriched for the terms “myelin sheath” and “synaptic vesicle endocytosis”, indicating neural functions were important in this stage. Even so, the immune response was fully activated; for instance, the terms “lysosome”, “phagosome”, “complement activation”, “response to oxidative stress” and “T cell receptor signaling pathway” were enriched. It is well known that 300-day-old hens are adults, but we additionally detected signs of ageing at D300 to Y1, implying that the gene expression changes preceded physical ageing.

### Functional prediction of lncRNAs

It is well known that lncRNAs are important regulatory factors exerted their roles by targeting corresponding mRNAs [50]. To gain insight into how putative lncRNAs performed the biological functions to regulate the cerebrum development and ageing, co-expression networks between DE lncRNAs and DEGs were constructed. Functional enrichment analysis of co-expressed genes showed similar results, except for pathways involved in the formation of neuron network, cell division and development, genes such as *SYT1*, *CDH1*, *PAX6*, *NEFL*, and *ATXN*, which are typical neuronal markers in brain development [2] were discovered in this study. Besides, GO terms and KEGG pathways related to defense mechanisms and immune responses were enriched, implying the biological function of DE lncRNAs in chicken cerebrum in regulating the brain developmental and immunological mechanisms.

## Conclusions

In summary, we have identified a set of age-dependent lncRNAs and mRNAs, determined their temporal expression patterns and clarified the dynamic changes in the chicken cerebrum transcriptome over the course of time. Although some important genes and pathways were reported in this study, no work has been conducted on the functions of lncRNAs in chicken cerebrum, the molecular genetic mechanisms regulating chicken brain development and ageing are still poorly known. Therefore, to validate studies based on these hypothetical results deduced by bioinformatics methods were needed. Collectively, these findings may contribute to further studies on the molecular mechanisms of chicken development. In addition, as the chicken is an important model organism bridging the evolutionary gap between mammals and other vertebrates [51], our results may help to improve our comparative understanding of the cerebrum during vertebrate evolution.

## Materials and methods

### Ethics statement

The experimental procedures in this study were approved by the Committee on the Care and Use of Laboratory Animals of the State-level Animal Experimental Teaching Demonstration Center of Sichuan Agricultural University (Approval ID: B20160403). Anesthetization was performed in accordance with the Regulations for the Administration of Affairs Concerning Experimental Animals (China, revised 2004), phenobarbital sodium solution with the concentration of 30 mg/kg was intraperitoneally injected and all efforts were made to minimize the suffering of the chickens. Finally, chickens were euthanized with overdose of phenobarbital sodium.

### Chick embryo incubation and sample collection

Fertile eggs (Tibetan chicken) were bought from Mao County Jiuding Original Ecological Livestock and Poultry Breeding Co., Ltd., Aba Autonomous Prefecture, Sichuan Province. Fertile eggs were incubated at 37.8 °C (incubation days of 1–19) and 37.2 °C (incubation days of 20–21) with 70–80% humidity; a 24 h lighting schedule and intermittent rotations were employed. Ten chick embryos were randomly obtained on embryonic days 12, 16, and 20 (E12, E16 and E20). We sampled cerebrums for further high-throughput sequencing and skeletal muscle for sex determination. All chicks were housed in the same room from hatching to 6 weeks of age at a density of 12 chicks /m^2^ under uniform environmental conditions at Ya’an Poultry Farm, which belongs to Sichuan Agricultural University. After that, chicks were housed in cages, the uniformed poultry integration cage systems were established with 2 storeys, the size of each unit was set as 2.5 m length × 1.8 m width × 0.8 m height, and the density of stock was controlled to be 10 chicks /m^2^. All food, water, temperature, and light condition were monitored digitally. Healthy female hens were sacrificed at the age of 100 and 300 days (D100 and D300), together with hens aged 1, 3 and 5 years, cerebrum tissues were collected from 3 biological replicates at each time point except for E20, Y3 and Y5 (2 replicates). It was noted that, we collected 21 samples across 8 developmental stages in total, only 2 female embryos were identified among samples collected at the embryonic day 20, in order to collect samples in aging (Y5) as many as possible, the left hens were divided into 2 groups at Y3 and Y5 with 2 replicates, respectively. All the samples were snap frozen in liquid nitrogen immediately after collection and then stored at − 80 °C until RNA extraction.

### Embryonic sex determination by PCR

The embryos were sexed by PCR, which was performed to amplify the CDH1-Z/W sequence. We designed *CHD1*-based primers because some introns of *CHD1* differ between the Z and W chromosomes [52]. The sequence of the forward primer was 5′-GTTACTGATTCGTCTACGAGA-3′ and that of the reverse primer was 5′-ATTGAAATGATCCAGTGCTTG-3′. The PCR program was as follows: 5 min at 94 °C; 35 s at 94 °C, 30 s at 54 °C, and 30 s at 72 °C for 40 cycles; 5 min at 72 °C for final extension. Electrophoresis was performed on 1.5% agarose gel to identify the PCR products; males were identified by the presence of one band (*CHD1-Z* band), while females were identified by the presence of 2 bands (*CHD1-Z* and *CHD1-W* bands); female chicks were selected from every stage to use for high-throughput sequencing.

### RNA isolation, library construction and Illumina deep sequencing

We used TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) to isolate total RNA following the manufacturer’s instructions; genomic DNA was removed by DNaseI (Qiagen, Beijing, China). The RNA purity was determined by measuring absorbance at 260 nm and 280 nm on an ND-1000 spectrophotometer (NanoDrop 2000, Thermo Fisher Scientific, Waltham, MA, USA) to calculate the A260/280 ratio; the integrity and concentration were estimated using Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, Calif.) with the Agilent RNA Nano Kit. In addition, RNA integrity was examined by 1% agarose gel electrophoresis. Samples with RIN (RNA integrity number) values above 7.5 and 28S/18S ≥ 1.0 were used for library construction and sequencing. The Ribo-Zero™ Gold Kit (Illumina, San Diego, CA, USA) was used to remove rRNA from the total RNA. Subsequently, the sequencing libraries were generated following manufacturer recommendations with varied index label by NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (NEB, Ispawich, USA). The details of library construction showed as follow: Firstly, rRNA was removed by kits, RNA fragmentation and short RNA strands were carried out by NEBNext First Strand Synthesis Reaction Buffer under elevated temperature. Subsequently,first cDNA strand was synthesized using random hexamer primers and RNA fragments as template. Second strand cDNA synthesis was subsequently performed using buffer, dNTPs, DNA polymerase I and RNase H. The library fragments were purified with QiaQuick PCR kits and elution with EB buffer, then terminal repair, poly (A)-tailing and adapter ligation were implemented. In order to select cDNA fragments of preferentially 300 bp in length, the library fragments were purified and the UNG enzyme was used to digest second strand of cDNA. PCR was performed by aiming expected size of amplicons, and the library was completed. The resulting 21 libraries were sequenced using the Illumina HiSeq platform with a paired-end sequencing length of 150 bp (PE150) at Annoroad Gene Technology Corporation (Beijing, PR China).

The clean data have been submitted to the NCBI Gene Expression Omnibus (GEO) with the accession number GSE114129.

### Read mapping, quantification and transcriptome annotation

The quality control of raw data was completed by removing low-quality reads, adaptor sequences, empty reads and rRNA reads. Processed reads from each sample were mapped to the chicken reference genome (Gallus_gallus-5.0) using HISAT2 2.1.0 followed the previous described protocol [28, 53]. The mapped reads were assembled with StringTie v1.3.3 [54]; assembled transcripts were then merged into consensus transcripts using custom Python scripts [55] after filtering reads with length less than 200 nt. Finally, transcripts annotated as “c” and “=” were removed by Cuffcompare v2.2.1, noted that, “c” for partial match, “=” for full match [56]. Then, we obtained a set of putative coding and non-coding transcripts, and the known transcripts were removed by blastx and Hmmscan [57].

### Identification and classification of lncRNAs

The Coding Potential Calculator (CPC) was applied to estimate the coding ability of the remaining transcripts, and transcripts with CPC score > 0 were filtered [58]. Subsequently, transcripts with FPKM > 0 at least in one biological replicate were identified as lncRNAs (Noted that FPKM is abbreviation of fragments per kilobase of transcript per million mapped reads). LncRNAs were initially classified into 2 major categories by FEELnc [59] according to their location with respect to mRNA: (1) intergenic lncRNAs, which do not intersect with any gene annotations; (2) intragenic lncRNAs, which overlap with gene annotations and can be further classified into 4 subcategories: (a) lncRNAs that overlap with sense introns, (b) lncRNAs that overlap with antisense introns, (c) lncRNAs that overlap with sense exons, and (d) lncRNAs that overlap with antisense exons. The intragenic lncRNAs occurred in two situations: either the lncRNA contained the intron or exon, or the lncRNA was contained in the intron or exon.

### Transcriptomic gene expression analysis

The expression levels of the transcripts were expressed as FPKM values of mRNA and lncRNA using Cufflinks v2.2.1 [56] and StringTie v1.3.3 [54], where a value of 1 was added to the FPKM value of each gene before log_2_ transformation to avoid infinite values. FPKM > 0.1 was used to filter the expressed mRNA [60]. Pearson correlations were estimated across 8 developmental stages, and hierarchical clustering was performed using MultiExperimentViewer (MeV version 4.9.0) [61].

### Age-dependent transcriptome and temporal expression pattern analysis

To test age-dependent differential gene expression at 8 time points, we identified differentially expressed mRNAs and lncRNAs using DESeq2 [62] based on the read counts produced from the FPKM calculated by StringTie v1.3.3 [54]. We conducted pairwise comparisons between adjacent time points. Genes and transcripts with FC ≥ 2 or ≤ 0.5 plus *P*-value ≤ 0.05 were identified as age-dependent genes. For instance, in the E16 vs. E12 comparison (the latter time point was defined as the numerator), a gene with the FC ≥ 2 would be grouped into the increased pattern and considered to be up-regulated during this stage, a gene with FC ≤ 0.5 would be grouped into the “decreased pattern”, and considered to be down-regulated. To evaluate the time course of age-dependent transcriptomic variations across the life cycle of the chicken, we performed STEM analysis (Short Time-series Expression Miner) based on differentially expressed genes and transcripts by comparing 2 adjacent time points [63]. Different colors were used to represent the significantly enriched model profiles (Bonferroni-adjusted *P*-values ≤ 0.05).

### LncRNA-mRNA co-expression network analysis

We constructed a co-expression network using WGCNA (Weighted Gene Co-expression Network Analysis) in the R package [64] based on the differentially expressed mRNAs and lncRNAs that were identified by DESeq2 screening. Genes with coordinated expression patterns were termed “co-expression modules” and were detected by the dynamic tree cut method [65]. Functional annotation enrichment analyses of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms were conducted with the DAVID (Database for Annotation, Visualization, and Integrated Discovery) dataset (https://david.ncifcrf.gov) [66]. GO terms and KEGG pathways with *P*-values ≤ 0.05 were considered significantly enriched.

### Validation of the gene expression by qPCR

We selected 10 DEGs and DE lncRNAs to validate the expression profiles of RNA-Seq by relative quantification/Real-Time PCR (q-PCR). The expression levels of the selected genes were normalized to β-actin, primers for the mRNAs/lncRNAs were designed using Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) (Additional file 1 Table S3). Total RNA was converted to cDNA using the EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix (Transgen Biotech, China). The qPCR was performed on the Bio-Rad iQ5 Real-Time PCR Detection system to detect the RNA expression using TransStart Top Green qPCR SuperMix (Transgen Biotech, China). The reaction volume contained 5 μl TransStart Top Green qPCR SuperMix, 1 μl template cDNA, 0.4 μl forward and reverse primers, and added ddH_2_O to the final volume of 10 μl. Each sample was conducted with three technique replicates followed the qPCR system: 94 °C for 30 s, followed by 40 cycles of 94 °C for 5 s and 30s at the Tm indicated in Additional file 1 Table S3. The melting curve analysis was performed from 65 °C to 95 °C with increments of 0.5 °C for 5 s. The relative expression levels were calculated using the 2^-△△Ct^ method, and the data were expressed as mean ± SD (standard deviation).

## Additional files

Additional file 1: **Table S1.** Data statistics of samples for RNA sequencing. **Table S2.** Number of mRNA and lncRNA (including exonic, intronic and intergenic lncRNA) transcripts distributed on chromosome identified in chicken cerebrum. **Table S3.** Primer sequences for qPCR. **Figure S1.** Pipeline of lncRNAs identification. **Figure S2.** Chromosome distribution of 3 subgroups of lncRNAs. The blue line represents the size of chromosome (the ratio of each chromosomal size to the total genomic size). The Pearson correlation of chromosomal size and exonic lncRNA, intronic lncRNA and intergenic lncRNA were 0.0960, 0.9789 and 0.9874, respectively. **Figure S3.** Age-dependent mRNAs (A) and lncRNAs (B). Age-dependent genes in each stage were identified through comparing 2 adjacent time points, genes and transcripts with the FC ≥ 2 or ≤ 0.5 plus the *P*-value ≤ 0.05 were identified as age-dependent genes.

Additional file 2: Functional categories of genes overlapping with intronic and exonic lncRNAs.

Additional file 3: Top 10 significantly enriched categories of age-dependent genes in 7 clusters.

Additional file 4: Functional categories of genes based on significantly enriched models in STEM analysis.

Additional file 5: Functional categories of co-expressed genes in the top 2 modules.

## Abbreviations

DE lncRNAs: Differentially expressed lncRNAs
DEGs: Differentially expressed genes
FPKM: Fragments per kilobase of transcript per million mapped reads
GEO: Gene Expression Omnibus
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
STEM: Short Time-series Expression Miner
WGCNA: Weighted Gene Co-expression Network Analysis

# Supplementary material for: The temporal expression patterns of brain transcriptome during chicken development and ageing
**Source:** BMC Genomics. 2018 Dec 13;19:917. doi: 10.1186/s12864-018-5301-x
**Supplement:** Supplementary file 1 — Table S1. Data statistics of samples for RNA sequencing. Table S2. Number of mRNA and lncRNA (including exonic, intronic and intergenic lncRNA) transcripts distributed on chromosome identified in chicken cerebrum. Table S3. Primer sequences for qPCR. Figure S1. Pipeline of lncRNAs identification. Figure S2. Chromosome distribution of 3 subgroups of lncRNAs. The blue line represents the size of chromosome (the ratio of each chromosomal size to the total genomic size). The Pearson correlation of chromosomal size and exonic lncRNA, intronic lncRNA and intergenic lncRNA were 0.0960, 0.9789 and 0.9874, respectively. Figure S3. Age-dependent mRNAs (A) and lncRNAs (B). Age-dependent genes in each stage were identified through comparing 2 adjacent time points, genes and transcripts with the FC ≥ 2 or ≤ 0.5 plus the P-value ≤ 0.05 were identified as age-dependent genes.

**Additional file 1: additional tables and figures**

**Tables**

**Table S1.** Data statistics of samples for RNA sequencing

| **Sample description (age)** | **Sex** | **Tissue** | **Sequencing strategy** | **Sample ID** | **Raw reads number** | **Clean reads number** | **Clean reads rate (%)** | **Raw data (Gb)** | **Clean data (Gb)** | **Clean reads rate (%)** | **Clean Q30 bases rate (%)** | **Overall alignment rate (%)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Embryonic day 12 | Female | Cerebrum | PE150 | E12-1 | 129,684,834 | 127,027,030 | 97.95 | 19.45 | 19.05 | 97.95 | 92.59 | 94.24 |
| E12-2 | 151,493,072 | 148,260,550 | 97.87 | 22.72 | 22.24 | 97.87 | 92.18 | 94.61 |
| E12-3 | 162,967,018 | 158,989,938 | 97.56 | 24.45 | 23.85 | 97.56 | 91.97 | 94.07 |
| Embryonic day 16 | Female | Cerebrum | PE150 | E16-1 | 148,652,000 | 145,676,244 | 98.00 | 22.30 | 21.85 | 98.00 | 93.75 | 93.78 |
| E16-2 | 121,871,672 | 119,801,724 | 98.30 | 18.28 | 17.97 | 98.30 | 93.60 | 94.33 |
| E16-3 | 139,343,200 | 137,026,924 | 98.34 | 20.90 | 20.55 | 98.34 | 93.84 | 94.23 |
| Embryonic day 20 | Female | Cerebrum | PE150 | E20-1 | 140,775,956 | 138,271,340 | 98.22 | 21.12 | 20.74 | 98.22 | 92.53 | 94.25 |
| E20-2 | 120,367,592 | 118,529,776 | 98.47 | 18.06 | 17.78 | 98.47 | 92.39 | 94.33 |
| 100 days old | Female | Cerebrum | PE150 | D100-1 | 109,506,844 | 107,605,434 | 98.26 | 16.43 | 16.14 | 98.26 | 92.07 | 93.27 |
| D100-2 | 120,549,454 | 118,315,670 | 98.15 | 18.08 | 17.75 | 98.15 | 92.13 | 93.82 |
| D100-3 | 131,803,556 | 129,635,162 | 98.35 | 19.77 | 19.45 | 98.35 | 95.16 | 94.24 |
| 300 days old | Female | Cerebrum | PE150 | D300-1 | 104,963,972 | 100,261,238 | 95.52 | 15.74 | 15.04 | 95.52 | 90.58 | 93.61 |
| D300-2 | 81,608,148 | 75,602,064 | 92.64 | 12.24 | 11.34 | 92.64 | 91.57 | 93.86 |
| D300-3 | 91,806,682 | 86,935,346 | 94.69 | 13.77 | 13.04 | 94.69 | 90.86 | 93.57 |
| 1 year old | Female | Cerebrum | PE150 | Y1-1 | 131,252,228 | 128,769,822 | 98.11 | 19.69 | 19.32 | 98.11 | 91.77 | 91.96 |
| Y1-2 | 126,119,556 | 123,954,976 | 98.28 | 18.92 | 18.59 | 98.28 | 92.21 | 91.87 |
| Y1-3 | 135,846,274 | 133,532,462 | 98.30 | 20.38 | 20.03 | 98.30 | 92.7 | 94.40 |
| 3 years old | Female | Cerebrum | PE150 | Y3-1 | 135,100,514 | 132,760,866 | 98.27 | 21.99 | 21.60 | 98.24 | 92.59 | 94.24 |
| Y3-2 | 118,997,098 | 116,997,530 | 98.32 | 17.85 | 17.55 | 98.32 | 92.73 | 93.84 |
| 5 years old | Female | Cerebrum | PE150 | Y5-1 | 120,787,644 | 118,638,414 | 98.22 | 21.65 | 21.25 | 98.15 | 92.29 | 95.34 |
| Y5-2 | 151,817,914 | 149,057,422 | 98.18 | 22.77 | 22.36 | 98.18 | 92.33 | 95.26 |

**Table S2.** Number ofmRNA and lncRNA (including exonic, intronic and intergenic lncRNA) transcripts distributed on **c**hromosome identified in chicken cerebrum

| **Number of Chromosome** | **Length of Chromosome** | **mRNAs** | **lncRNAs** | **intergenic lncRNA** | **intronic lncRNA** | **exonic lncRNA** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | 195,276,750 | 1687 | 6194 | 3210 | 1233 | 1189 |
| 2 | 148,809,762 | 1087 | 4504 | 2553 | 830 | 697 |
| 3 | 110,447,801 | 1012 | 3992 | 2133 | 749 | 794 |
| 4 | 90,216,835 | 890 | 3572 | 1781 | 653 | 720 |
| 5 | 59,580,361 | 801 | 2532 | 1390 | 523 | 484 |
| 6 | 34,951,654 | 403 | 1199 | 706 | 231 | 193 |
| 7 | 36,245,040 | 420 | 1395 | 783 | 325 | 239 |
| 8 | 28,767,244 | 429 | 1201 | 551 | 300 | 280 |
| 9 | 23,441,680 | 365 | 1273 | 698 | 200 | 292 |
| 10 | 19,911,089 | 366 | 890 | 428 | 176 | 248 |
| 11 | 19,401,079 | 310 | 778 | 412 | 162 | 145 |
| 12 | 19,897,011 | 301 | 785 | 435 | 175 | 172 |
| 13 | 17,760,035 | 277 | 774 | 384 | 146 | 227 |
| 14 | 15,161,805 | 342 | 671 | 294 | 137 | 206 |
| 15 | 12,656,803 | 318 | 551 | 229 | 100 | 205 |
| 16 | 535,270 | 24 | 126 | 17 | 69 | 40 |
| 17 | 10,454,150 | 264 | 454 | 209 | 120 | 122 |
| 18 | 11,219,875 | 268 | 390 | 158 | 98 | 129 |
| 19 | 9,983,394 | 274 | 434 | 145 | 118 | 143 |
| 20 | 14,302,601 | 283 | 602 | 286 | 123 | 174 |
| 21 | 6,802,778 | 213 | 297 | 114 | 71 | 102 |
| 22 | 4,081,097 | 101 | 195 | 113 | 28 | 47 |
| 23 | 5,723,239 | 211 | 304 | 160 | 32 | 105 |
| 24 | 6,323,281 | 148 | 271 | 157 | 40 | 74 |
| 25 | 2,191,139 | 140 | 181 | 58 | 58 | 65 |
| 26 | 5,329,985 | 186 | 301 | 157 | 57 | 87 |
| 27 | 5,209,285 | 198 | 338 | 122 | 120 | 92 |
| 28 | 4,742,627 | 242 | 269 | 143 | 41 | 85 |
| 29 | 0 | 0 | 0 | 0 | 0 | 0 |
| 30 | 0 | 4 | 1 | 0 | 0 | 1 |
| 31 | 0 | 0 | 0 | 0 | 0 | 0 |
| 32 | 1,028 | 12 | 4 | 2 | 1 | 1 |
| 33 | 0 | 66 | 97 | 59 | 13 | 25 |
| Z | 82,363,669 | 587 | 1786 | 1030 | 324 | 329 |
| W | 1,248,174 | 25 | 66 | 2 | 40 | 24 |

**Table S3.** Primer sequences for qPCR

| **Genes/lncRNAs** | **Primers (5'->3')** | **Tm(℃)** | **Product length (bp)** |
| --- | --- | --- | --- |
| BASP1-F  BASP1-R | CCAAGGCCTCAGGTCACAAT  TCCCACGTGGCATTCCTAAC | 59.96  60.04 | 142 |
| GAP43-F  GAP43-R | CGGATGCTTCCAAATCTGCG  GAGAGAGGAGGGGTGTGGAT | 59.97  60.03 | 133 |
| TTR-F  TTR-R | CAACCTCTCCTGCTTTCGCT  GCTACGTTAGCTGCAGGACT | 60.32  59.83 | 109 |
| TMSB15B-F  TMSB15B-R | CGGTTCCGTCGTTGTGAATG  CTTTGTCTGGGCACAAAGCG | 59.84  60.32 | 165 |
| CACNA2D1-F  CACNA2D1-R | TGGCTGAATGGACCCTCAGA  GCCAGCATACCTTTTTGGGC | 60.55  60.11 | 152 |
| FGF13-F  FGF13-R | TGGGTTGGCTGCTGATTAGG  ATGCTGGGCAGAGTAGGGTA | 60.03  60.03 | 157 |
| SHH-F  SHH-R | AGCGAGGATGGGCTTTATGG  ATCTCAATGAGCAGCTCGGG | 59.89  59.89 | 130 |
| CAMK2A-F  CAMK2A-R | GTAGTGCAGAGAAACGGGCT  GTGGGACAGAGTCTGGTGTG | 60.04  59.97 | 143 |
| GRIN1-F  GRIN1-R | ATGGCTCTCACAAGCAGTCC  TTACCTGGCGGAGAGGATGA | 60.04  60.03 | 167 |
| PLP1-F  PLP1-R | CTCTCGGGGTGACATTTGCT  CGTTAGCACGAGACAAGGGT | 60.04  60.04 | 133 |
| TU38242-F  TU38242-R | CAGACGTTTCCCAAAGCACG  ACAAGAGGCTCACAGCTTCC | 60.04  59.96 | 104 |
| TU99158-F  TU99158-R | TGGTCAAGGCGTAGAGGGTA  ATGGGGTTTGCTGGCATGTA | 59.96  59.96 | 194 |
| TU26292-F  TU26292-R | TCCAGGACCCAAATACCCCT  AGCAGAGCCCCTTAACATGG | 59.88  59.74 | 121 |
| TU45029-F  TU45029-R | ACGATTTCAGACCGGTGCAT  AAACACAACACTGCTTCGCC | 60.04  59.90 | 164 |
| TU166039-F  TU166039-R | CCTGAAAGGAAGGGTGGATGT  CCCTCCCCGAATTCAATGAC | 59.64  58.32 | 158 |
| TU56811-F  TU56811-R | AAGCCTTGGTGGACTAGAGC  TAGTAGCTTTGCAGAGGATTGT | 59.38  57.17 | 196 |
| TU6367-F  TU6367-R | AGACTGCTGGTGTCTGAAGC  AACTGGGAGCCCGGTAAAAG | 59.97  59.96 | 133 |
| TU178751-F  TU178751-R | GCCCACTGCAGAGGTTTAGT  ATGGGTGTCTGTGCCATGTT | 59.96  59.89 | 145 |
| TU167089-F  TU167089-R | CGACAGCCTCATTCGTCCG  CGGATCCGACACCTTCCTCT | 60.87  61.04 | 212 |
| TU50759-F  TU50759-R | CGTTGGCAAAGGGGTTTCTG  ACGTGGACCATACCTTGCAC | 59.97  60.32 | 182 |
| β-actin-F  β-actin-R | TTGCACATACCGGAGCCATT  TGACCGGCGGGGTTTATATC | 60.03  59.61 | 102 |

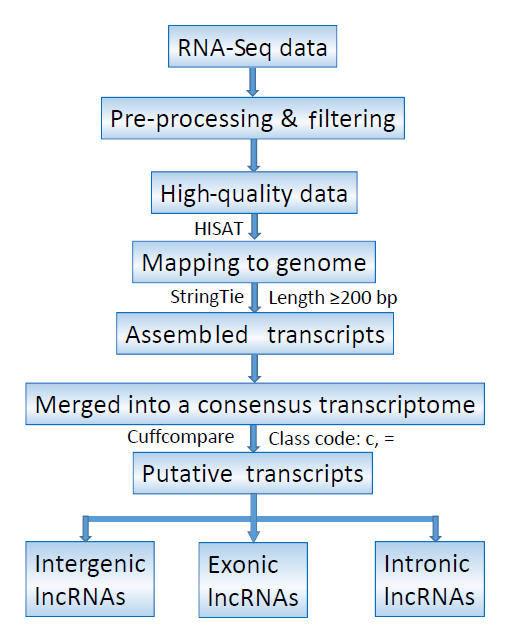

**Figure S1**. Pipeline of lncRNAs identification

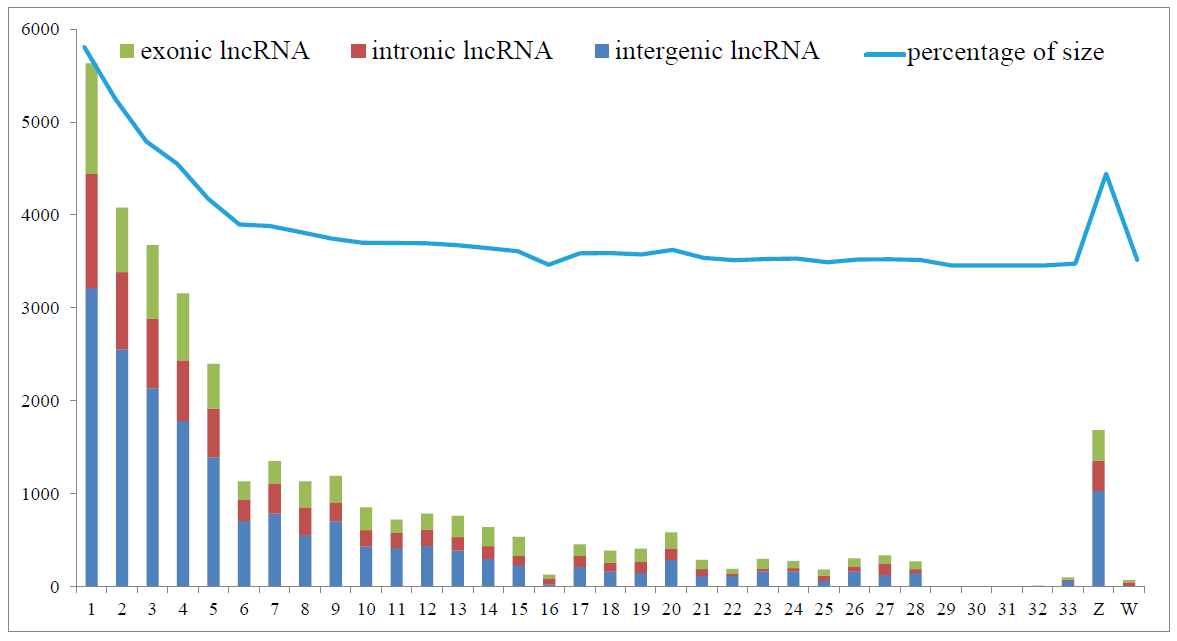

**Figure S2**. Chromosome distribution of 3 subgroups of lncRNAs, blue trend line represents the ratio of chromosome size to genome size. The Pearson correlation of chromosomal size and exonic lncRNA, intronic lncRNA and intergenic lncRNA were 0.0960, 0.9789 and 0.9874, respectively.

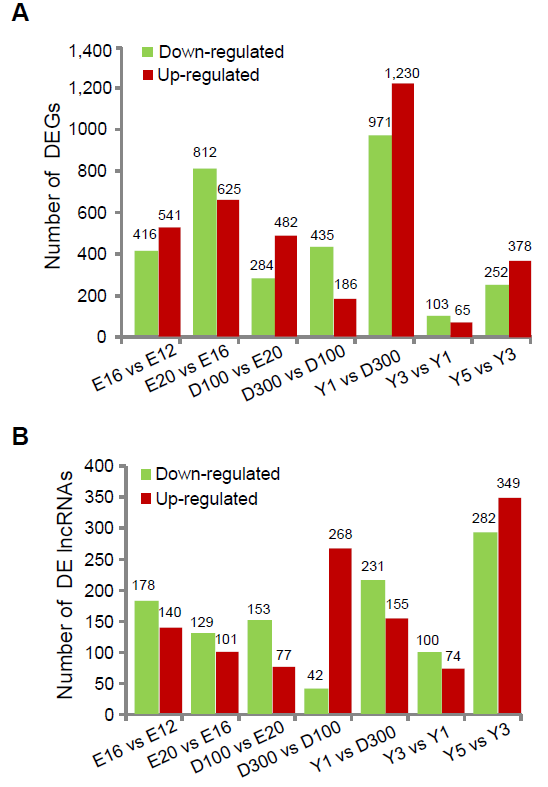

**Figure S3**. Age-dependent mRNAs (A) and lncRNAs (B). Age-dependent genes in each stage were identified through comparing 2 adjacent time points, genes and transcripts with the FC ≥ 2 or ≤ 0.5 plus the *P*-value ≤ 0.05 were identified as age-dependent genes.

How the deposited data were processed for this re-analysis (not part of the article)

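RNA of the cerebrum of female Tibetan chickens was sequenced in 21 libraries, each from 1 bird, at 8 stages. The values of 18 libraries at 7 stages were analysed here. These were 8 embryonic libraries (E12, E16 and E20), 3 of the growth period (D100) and 7 of adult hens (Y1, Y3 and Y5). In each of the 2 tables, 3 value columns carry no stage in their name and were not used, so D300 and its comparisons were not analysed here. The libraries of Y3 and Y5 were used as replicates of their stage without a replicate number and are called replicate a and b. Where the entropy or the peak stage was taken from replicate 1 or 2 alone, their assignment to these was arbitrary.

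By the authors' description, reads were quality-controlled, reads of ribosomal RNA were removed, the others were aligned with HISAT2 to Gallus_gallus-5.0, and transcripts were assembled with StringTie. FPKM was computed with Cufflinks and StringTie, mRNAs were filtered at FPKM above 0.1, and the authors deposited log2 values after adding 1 to the FPKM. The authors compared stages with DESeq2 on read counts derived from FPKM. Read counts were not used here, so the counting error of a value is unknown. The depth is known only from the paper's Table S1, with 108 M to 159 M clean reads per library and between 91.87% and 95.34% of reads aligned. A lncRNA without a value in a library was taken as 0 there.

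The mRNAs carry Ensembl identifiers, of which 0 could be matched to a symbol with the files at hand. The genes that the paper names by symbol, gene list scores, marker lists and the qPCR mRNAs were therefore not analysed here. Positions of lncRNAs, their classes, lengths and exon numbers, and term enrichment were not analysed here either.

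Libraries were grouped by stage. Stages were compared in R 4.3.3 with limma 3.58.1, with 7 stage means in a single fit and a moderated variance that follows the mean level. Differences are the later stage minus the earlier. Calls required a fold change of at least 2 or at most 0.5 and a Bonferroni-adjusted p of at most 0.05. All 14558 mRNAs and the 32013 lncRNAs with a value in more than 1 library were tested. Because the values are log2(FPKM+1), a fold change of a weakly expressed feature is smaller on this scale than in FPKM. The procedures for calls, profiles and modules were tested on simulated data. With 3 simulated profiles, 3 were called and 0 others, and with 3 simulated modules, 3 were found. Of the simulated features outside the modules, 79.7% lay in no module, and the others were placed in one.

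Other steps were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. These were Pearson correlation between libraries, average-linkage clustering, Mantel permutation tests with 100000 permutations or exact enumeration, Shannon entropy over 7 stage means of FPKM, 50 model profiles with 50 permutations per feature, and an unsigned network of power 6 with a fixed height of 0.9 and at least 30 members per module. STEM and WGCNA were not used here, so the profiles and modules come from procedures built after their descriptions.

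The comparisons, tests and alternatives were fixed before the data were examined, for 21 libraries and 8 stages. The alternatives were other corrections for multiple tests, a pseudocount of 0.1, a mean FPKM of at least 1, no filter, median-ratio scaling, a fit of the 2 compared stages only, a replicate block, Spearman's rho, complete linkage, other inputs for the entropy, other lists and steps for the profiles, other networks, and leaving out each library in turn. Chosen after seeing the data were a fit of the numbered libraries only, cells without a value left missing, the comparison of Y1 with D100, the embryos alone for the Mantel test, features matched on level, and the tree over called mRNAs.

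The rule fixed for naming features was every gene or lncRNA that the paper names and, in each comparison, the largest rise and the largest fall among features called whose libraries do not overlap. It was narrowed after the data were seen. Only the largest rise and the largest fall over all 5 comparisons are named for each class, and features listed at 0 in a whole stage were passed over, since a fold against 0 is undefined. ENSGALG00000017926 and ENSGALG00000015143 fall outside the rule and were chosen after their values were seen.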

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

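The added alternatives named as such, and the count of other splits of the libraries, were chosen after the result was seen. Unless a sentence says otherwise, the cause of a change was not tested.

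Under every alternative run for it, the median level was higher for mRNAs than for lncRNAs in each library, with a mean difference from 2.92 to 3.51. The correlation of r with the distance in stage order stayed negative under each of its alternatives. The correlation of mRNA number with chromosome size was at least 0.948.

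The correction for multiple tests moved every count of differentially expressed features. With Benjamini-Hochberg adjustment, 361 DEGs were called for E16 vs E12, 1197 for E20 vs E16, 783 for D100 vs E20, 7 for Y3 vs Y1 and 106 for Y5 vs Y3, in all 2166 different DEGs. The DE lncRNAs were 36, 25, 28, 24 and 175 in the same order, in all 259. At the unadjusted p, the DEGs were 813, 1570, 1232, 352 and 751, in all 3696, and the DE lncRNAs 478, 501, 516, 542 and 940, in all 2369.

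With the 2 compared stages only in the fit, which leaves fewer libraries to estimate the spread, the DEGs were 3, 0, 1, 3 and 2 in the same order, in all 9, and the DE lncRNAs 0 in each comparison and 0 in all. With a pseudocount of 0.1, DEGs were 0 for Y3 vs Y1 and 2 for Y5 vs Y3. With median-ratio scaling they were 2 and 12. Over lncRNAs with a mean FPKM of at least 1, the DE lncRNAs were 5 for E20 vs E16, 1 for D100 vs E20, 2 for Y3 vs Y1 and 5 for Y5 vs Y3, in all 15. Fewer lncRNAs pass this filter. With no filter they were 3 for E16 vs E12. No filter changes nothing for mRNAs, all of which were tested.

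With the replicate number as a block, DEGs were 2 for E16 vs E12, 16 for E20 vs E16 and 18 for D100 vs E20, and DE lncRNAs 2, 1 and 0. The fit holds 14 numbered libraries, and with these alone and no block, an alternative chosen after seeing the data, DEGs were 13 for E16 vs E12 and 42 for E20 vs E16, and DE lncRNAs 2, 4 and 2. Libraries of 1 number did not resemble each other beyond their stage. The correlation of their deviations from the stage means was between -0.35 and 0.35 for mRNAs, above 0.1 in 2 of 10 pairs of stages, and between -0.19 and 0.20 for lncRNAs, above 0.1 in 2 of 10. No paired analysis was possible for Y3 vs Y1, Y5 vs Y3 and the 10 lncRNAs of Fig. 3, because the libraries of Y3 and Y5 have no replicate number here. With cells without a value left missing, also chosen after seeing the data, DE lncRNAs were 2, 4, 2, 1 and 3 over the 5 comparisons, in all 10. In this fit a lncRNA without any value in a compared stage cannot be tested, which by itself lowers the counts.

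Leaving out each library of the compared stages in turn gave 4 to 41 DEGs for E16 vs E12 (41 without E16 replicate 3, 4 without E12 replicate 1), 29 to 125 for E20 vs E16 (125 without E16 replicate 3, 29 without E16 replicate 2), 24 to 38 for D100 vs E20 and 0 to 2 for Y3 vs Y1. DE lncRNAs were 2 to 24 for E16 vs E12 and 3 to 17 for E20 vs E16 (the highest without E16 replicate 3, the lowest without E16 replicate 2), 5 to 11 for D100 vs E20 (11 without D100 replicate 3), and 4 to 16 for Y3 vs Y1 (16 without Y1 replicate 3). For Y5 vs Y3 and for libraries of E20 and Y3, this would leave 1 library in a stage and was not run. Within the adult hens, the correlation of r with distance was between -0.83 and -0.52 for mRNAs (exact p = 0.0667 without Y1 replicate 2) and between -0.65 and -0.41 for lncRNAs (exact p = 0.0667 without Y1 replicate 3, 0.117 without Y5 replicate a and 0.2 without Y5 replicate b).

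The majority direction of the calls changed in these cases. For DEGs of E16 vs E12 (8 rose, 15 fell), 410 rose and 403 fell at the unadjusted p. For DEGs of D100 vs E20 (22 rose, 12 fell), 332 rose and 451 fell with Benjamini-Hochberg adjustment and 509 rose and 723 fell at the unadjusted p. The only DEG of Y3 vs Y1 fell, and without Y1 replicate 1, 2 rose. For DE lncRNAs of E16 vs E12 (2 rose, 3 fell), more rose with a pseudocount of 0.1 (3 and 1), no filter (2 and 1), the numbered libraries with or without the block (2 and 0), and without E16 replicate 1 (2 and 1), E16 replicate 2 (2 and 0) or E16 replicate 3 (24 and 0). For E20 vs E16 (5 rose, 3 fell), more fell at the unadjusted p (237 and 264), with a mean FPKM of at least 1 (1 and 4), with the block (0 and 1) and without E16 replicate 3 (2 and 15). For D100 vs E20 (1 rose, 5 fell), more rose at the unadjusted p (266 and 250), with a mean FPKM of at least 1 (1 and 0), and without D100 replicate 1 (4 and 2), 2 (3 and 2) or 3 (9 and 2). For Y3 vs Y1 (3 rose, 2 fell), more fell with a mean FPKM of at least 1 (0 and 2) and without Y1 replicate 2 (1 and 3) or Y1 replicate 3 (1 and 15). For Y5 vs Y3 (29 rose, 4 fell), more fell at the unadjusted p (384 and 556) and with cells left missing (1 and 2).

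Of the 10 splits of the 6 libraries of E12 and E16 into groups of 3, 1 gave as many DEGs as the 23 called, namely the real one, and 1 gave as many DE lncRNAs as the 5 called. The next largest split gave 1 DEG and 3 DE lncRNAs. The share of 1 in 10 is the smallest that this design can give, so stage and a chance division of these libraries cannot be told apart by the splits alone.

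The mean r of consecutive stages for mRNAs was 0.899 with a pseudocount of 0.1. For lncRNAs it was 0.632 with that pseudocount, 0.5682 with Spearman's rho and 0.596 with a mean FPKM of at least 1. In the clusters of mRNAs, 2 libraries lay outside their period, against 1 with a pseudocount of 0.1 and 0 with complete linkage.

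The median H stayed higher for mRNAs than for lncRNAs under each of the following alternatives. It was 2.80 and 1.94 from log2(FPKM+1) (difference 0.855), 2.73 and 1.74 from replicates 1 and 2 only (0.991), 2.71 and 1.41 from replicate 1 (1.305), 2.72 and 1.42 from replicate 2 (1.298), and 2.74 and 2.67 with a mean FPKM of at least 1 (0.0747). In significant profiles were 1902 mRNAs and 856 lncRNAs with the lists at the unadjusted p, which hold more features. The top 2 modules held 9.77% of the mRNAs with a power of 12 (17 modules), 94.5% of the mRNAs and 91.3% of the lncRNAs in a signed network (4 modules), and 80.1% and 70.2% with the DEGs and DE lncRNAs only (2 modules).

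Among single features and the comparison of Y1 with D100, 12 results moved, 10 became weaker and 3 stronger under the alternatives, while 51 kept their side of the threshold or their size. When libraries were left out, 17 of these moved, 5 became weaker and 62 did not change in this way. No single feature past the threshold changed its direction. The majority among the DEGs of Y1 vs D100 did, from 7 rising and 18 falling to 43 and 8 without D100 replicate 2, to 488 and 257 with Benjamini-Hochberg adjustment and to 731 and 409 at the unadjusted p. So did that among its DE lncRNAs, from 5 rising and 1 falling to 1 and 5 without D100 replicate 1 and to 2 and 8 without D100 replicate 3. Gene list scores were not run. The number of reads behind a value is unknown, which limits what can be said of lncRNAs with a value in few libraries.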

Differences from the paper's values

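Of the tests in this part, the tree over DEGs was chosen after the result was seen.

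The numbers of DEGs and DE lncRNAs are lower here than those of Fig. S3 in each of the 5 comparisons analysed. Below, a gap counts as closed where neither value is more than 1.5 times the other, which still allows a value well above or below the paper's. For E16 vs E12, 23 DEGs were called against the paper's about 960 in Fig. S3, read by eye. The unadjusted p gave 813 and closed the gap. For E20 vs E16, 89 were called against the paper's about 1400 in Fig. S3, read by eye, and both Benjamini-Hochberg adjustment (1197) and the unadjusted p (1570) closed the gap. For D100 vs E20, 34 were called against the paper's about 770 in Fig. S3, read by eye. Benjamini-Hochberg adjustment gave 783 and closed the gap, while the unadjusted p gave 1232 and did not. For Y3 vs Y1, 1 was called against the paper's about 170 in Fig. S3, read by eye, and none of the alternatives set before the data were examined closed the gap, with 7 under Benjamini-Hochberg adjustment and 352 at the unadjusted p. For Y5 vs Y3, 7 were called against the paper's about 630 in Fig. S3, read by eye, and the unadjusted p (751) closed the gap.

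For DE lncRNAs, 5 were called for E16 vs E12 against the paper's about 320 in Fig. S3, read by eye, and 33 for Y5 vs Y3 against the paper's about 630 in Fig. S3, read by eye. The unadjusted p, with 478 and 940, closed both gaps only just, with values above the paper's. For E20 vs E16, 8 were called against the paper's about 230 in Fig. S3, read by eye, for D100 vs E20 6 against the paper's about 230 in Fig. S3, read by eye, and for Y3 vs Y1 5 against the paper's about 170 in Fig. S3, read by eye. None of the alternatives set before the data were examined closed these 3 gaps. The unadjusted p gave 501, 516 and 542, and Benjamini-Hochberg adjustment 25, 28 and 24. Apart from those named, the alternatives set before the data were examined left each of these gaps open. The paper's results text names a Bonferroni adjustment, while its methods and the legend of Fig. S3 name a p-value without an adjustment.

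In significant profiles lay 85 mRNAs in 5 profiles against the paper's 1922 mRNAs in 9 profiles. With the mRNAs called at the unadjusted p, 1902 mRNAs in 10 profiles closed both gaps, and the other alternatives for the profiles did not. For lncRNAs, 27 (57.4%) lay in significant profiles against the paper's 206 (16.91%). None of the alternatives set before the data were examined closed these gaps, with 856 (36.1%) at the unadjusted p.

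The network gave 28 modules against the paper's 12, and a power of 12 (17 modules) closed the gap, while a signed network (4) and the DEGs and DE lncRNAs only (2) did not. The top 2 modules held 45.3% of the mRNAs against the paper's 74.02%, and 29.3% of the lncRNAs against the paper's 70.26%. The DEGs and DE lncRNAs only (80.1% and 70.2%) came within 1.5 times of both values. That network had only 2 modules, over 146 mRNAs and 47 lncRNAs. Its top 2 modules therefore hold every feature placed in a module, so its shares cannot show whether the gaps close. A signed network (94.5% and 91.3%) came within 1.5 times of the paper's values but lay well above both, and a power of 12 (9.77% and 30.6%) closed neither.

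Some rankings and directions differ. In the paper, more DEGs were found for E16 vs E12 than for D100 vs E20, where 23 and 34 were called here, and at the unadjusted p 813 and 1232. With the 2 compared stages only, 3 and 1 were called, in the paper's order. Fig. S3 shows more DEGs up than down for E16 vs E12, where 8 rose and 15 fell here, while at the unadjusted p 410 rose and 403 fell. After Y5 vs Y3, the paper places E16 vs E12 highest for DE lncRNAs among the comparisons analysed, where E20 vs E16 followed here with 8 against 5. E16 vs E12 had more than E20 vs E16 with Benjamini-Hochberg adjustment (36 against 25), with a mean FPKM of at least 1 (6 against 5), with the replicate block (2 against 1) and without E16 replicate 3 (24 against 17). At the unadjusted p it had the fewest of the 5 comparisons, 478 against 501, 516, 542 and 940. Fig. S3 shows more DE lncRNAs down than up for E20 vs E16 and Y3 vs Y1, where 5 rose and 3 fell, and 3 rose and 2 fell. For E20 vs E16 the paper's direction was reached at the unadjusted p (237 rose, 264 fell), with a mean FPKM of at least 1 (1 and 4), with the replicate block (0 and 1) and without E16 replicate 3 (2 and 15). For Y3 vs Y1 it was reached with a mean FPKM of at least 1 (0 and 2), without Y1 replicate 2 (1 and 3) and without Y1 replicate 3 (1 and 15), but not at the unadjusted p (352 and 190).

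The paper places E20 with the other embryonic stages in its clusters of mRNAs, whereas the 2 libraries of E20 joined the 3 of D100 here. With complete linkage all 18 libraries lay by period. For lncRNAs the paper groups embryonic with growth stages and the adult stages together, whereas Y1 replicate 3 stood alone among 2 clusters here. In 3 clusters, D100 replicate 3 also lay with 6 adult libraries. Among 2 clusters of lncRNAs, Spearman's rho set the 2 libraries of Y5 apart instead, and complete linkage these 2 with D100 replicate 3. For the tree over DEGs the paper describes groups by age, and here the 2 libraries of E20 formed a group and the 3 of D100 lay with the adult hens.

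Fig. 3 shows qPCR directions between E12 and Y5 that differ from the RNA-Seq values for 4 lncRNAs. TU45029 fell by qPCR and differed by 0.20 here, and TU38242 rose by qPCR and differed by -0.25. TU178751 fell by qPCR and differed by 0.11, and TU167089 rose slightly by qPCR and differed by -0.20. None of these 4 differences passed the threshold, with limma p-values adjusted over the list alone from 0.635 to 0.841. Without Y5 replicate b, TU178751 differed by -0.10 and TU167089 by 0.62, the direction of qPCR. Without Y5 replicate a, they differed by 0.31 and -1.03, so the sign of both depended on a single library.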

Other observations

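All tests in this part were chosen after the result was seen.

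The stages D100 and Y1, which are not consecutive in the study, differed in 25 mRNAs (7 rose and 18 fell) and 6 lncRNAs (5 rose and 1 fell). Benjamini-Hochberg adjustment gave 488 rising and 257 falling mRNAs, so the direction of most calls differed between the corrections. Median-ratio scaling, which moved the median of all mRNAs from 0.14 to 0.01, gave 40 calls of which 17.5% rose. Without D100 replicate 2, 43 mRNAs rose and 8 fell, and without D100 replicate 3, 3 rose and 51 fell. The lncRNAs changed likewise, with 1 rising and 5 falling without D100 replicate 1, 2 and 8 without D100 replicate 3, and 30 rising without Y1 replicate 3. With the replicate block or the 2 stages only, 0 lncRNAs were called, where the unadjusted p in the fit of all libraries gave 524. The directions at this step therefore depend on single libraries. Of the 10 splits of the 6 libraries, 1 gave as many DEGs and 1 as many DE lncRNAs, namely the real one, and the next largest gave 0 and 2. This is the smallest share the design allows, so the splits by themselves leave a chance division open. Age and rearing place change together between these stages and cannot be told apart.

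The lower H of lncRNAs may follow from their lower level. At matched level, the median H was 2.67 for 2693 mRNAs and 2.69 for 2693 lncRNAs, a difference of -0.0145 (from -0.0170 to -0.0125 over 20 draws) in place of 0.864. The features at matched level are the more abundant lncRNAs and the less abundant mRNAs, so this leaves open what lncRNAs below this range would show. The stage of highest expression was compared between replicates 1 and 2 among features in the lowest quartile of H from replicate 1. It was the same for 56.5% of 3640 mRNAs and 28.0% of 6717 lncRNAs. If all 7 stages were equally likely, 14.3% would be expected by chance, and more if some stages held the highest value more often. For Y3 and Y5, whose libraries carry no replicate number, the assignment to replicates 1 and 2 was arbitrary.

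The lower correlation of lncRNAs between stages was not explained by level as the whole cause. At matched level, the mean r of consecutive stages was still 0.0726 higher for mRNAs (from 0.0680 to 0.0794 over the draws). Within stages it was higher by 0.0914. Over all features, r was higher for mRNAs by 0.228 between consecutive stages and by 0.218 within stages. From pairs within a stage to pairs of consecutive stages, r fell by 0.0390 for lncRNAs and by 0.0290 for mRNAs over all features, while at matched level it fell by 0.0745 for lncRNAs and by 0.0941 for mRNAs, so the class with the larger fall depended on the matching. A larger spread between birds of 1 stage for lncRNAs may account for most of the difference, and whether this spread is technical or biological stays open.

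In D100 replicate 3, mitochondrial mRNAs held 28.8% of the summed FPKM, where the next highest library had 5.62%. Of the 30 mitochondrial mRNAs, 29 were higher than in both other D100 libraries, which argues against a single transcript. The library had 129.635 M clean reads, the most of the D100 libraries, which argues against low depth. The other mRNAs were lower by a median of -0.34 on the log2 scale. After scaling without mitochondrial mRNAs this was 0.0217, less than the 0.103 between the other 2 libraries, so the share taken by mitochondrial mRNAs may account for the lower values. Why the share was high in this bird, technically or biologically, was not tested.

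Mitochondrial mRNAs held 0.799% ± 0.407 (SD, n = 8) of the summed FPKM in embryos and 3.07% ± 1.62 (SD, n = 7) in adult hens (two-sided exact permutation test, p = 0.000466 over 6435 arrangements). Without the most abundant mRNA, ENSGALG00000017926, the p was 0.000311, which argues against its share as the source of the difference. Of the adult hens, 0 shared the rearing of the embryos, so age and rearing place cannot be told apart. Within the adult hens, the share correlated with age at r = 0.816 (exact permutation p = 0.0381 over 210 arrangements) and rho = 0.661 (p = 0.124).

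E16 replicate 3 correlated less with the other 2 libraries of E16 (r from 0.918 to 0.922) than with those of E12 (0.936 to 0.940). The highest r with an E12 library was 0.940478, below the 0.975 to 0.977 of the E12 libraries among themselves, which argues against an E12 library under another name. Its 137.027 M clean reads lie between the 119.802 M and 145.676 M of the other 2, which argues against depth. A biological difference of this bird and a difference in the tissue sampled stay open and were not tested.

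Deviations of libraries from their stage means shared an axis that held 30.7% of their variance over all mRNAs and 30.8% without mitochondrial mRNAs. The largest scores lay within E16, E20 and D100. The share of the deviations of a stage on the axis of the other stages was 21.7% for E20, 12.8% for E16 and 9.95% for D100, against 4.85% for Y1, 0.293% for E12, 0.235% for Y5 and 0.0549% for Y3. The axis did not follow depth (r = -0.0638 with clean reads over 14 libraries, permutation p = 0.866). Median-ratio scaling left 31.6% on it, which argues against the authors' scaling. Its r with the corresponding axis of the lncRNAs was 0.966 (permutation p = 0.00193), which argues against the making of the mRNA table alone. Its source stays open, technical or biological, and no biological explanation was tested.

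Of the 33 DE lncRNAs of Y5 vs Y3, 24 had no value in any library of Y3, 4 had none in any library of Y5, and 5 had values in both stages. With cells without a value left missing in place of 0, 3 lncRNAs were called. The 28 lncRNAs without a value in a whole stage cannot be tested in that fit, so the lower count follows from its construction. For these 28, the mean of Y3 or of Y5 consisted only of cells taken as 0, so their calls rest on that choice. Of the 33, 15 had a value in a single stage only. In every other stage their spread was that of cells taken as 0. Whether the lncRNAs without a value in a stage were absent there or below detection is open.

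The mRNA ENSGALG00000015143 on chromosome 2 was chosen after its values were seen. It was at 9.58 and 2.21 FPKM in E16 replicates 1 and 2 and at 5211 in replicate 3, at 24.2 and 21.0 in Y1 replicates 1 and 2 and at 22157 in replicate 3, and at 9.58 and 5619 in the libraries of Y3. In both libraries of Y5 it was at 37499 and 33976. The 3 libraries of E12 had 1916, 1834 and 3052 FPKM, and the 3 of D100 had 3.13, 4.95 and 6.19. Those of E20 had 149 and 0.201. Its range within a stage, 10.66 on the log2 scale, was the largest of all mRNAs, the next being 8.04. An error of this mRNA alone is argued against by 14 other mRNAs whose deviations from the stage means followed it at r above 0.9, a number that 3% of 1000 shuffles within stages reached (median 0, highest 18). It was called in 0 comparisons. RNA from tissue sampled in some birds only may be a source of the differences within stages. This was not tested, since the mRNAs could not be matched to symbols.

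Some values belong at no claim. Pairs of libraries of 1 stage shared a median of 30 lncRNAs found in exactly those 2 libraries (from 16 to 121 over 15 pairs, mean 58.5). For pairs of different stages the median was 25 (from 5 to 89 over 138 pairs, mean 27.7). Of the 37 mRNAs on chromosome W, between 32 and 37 had FPKM above 0.1 in each library. Of 9 measures checked for a library far from the others in the embryonic or the adult period, 0 showed one.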
